# Specialized fibroblast differentiated states underlie scar formation in the infarcted mouse heart

**DOI:** 10.1172/JCI98215

**Published:** 2018-04-16

**Authors:** Xing Fu, Hadi Khalil, Onur Kanisicak, Justin G. Boyer, Ronald J. Vagnozzi, Bryan D. Maliken, Michelle A. Sargent, Vikram Prasad, Iñigo Valiente-Alandi, Burns C. Blaxall, Jeffery D. Molkentin

**Keywords:** Cardiology, Cardiovascular disease

## Abstract

Fibroblasts are a dynamic cell type that achieve selective differentiated states to mediate acute wound healing and long-term tissue remodeling with scarring. With myocardial infarction injury, cardiomyocytes are replaced by secreted extracellular matrix proteins produced by proliferating and differentiating fibroblasts. Here, we employed 3 different mouse lineage-tracing models and stage-specific gene profiling to phenotypically analyze and classify resident cardiac fibroblast dynamics during myocardial infarction injury and stable scar formation. Fibroblasts were activated and highly proliferative, reaching a maximum rate within 2 to 4 days after infarction injury, at which point they expanded 3.5-fold and were maintained long term. By 3 to 7 days, these cells differentiated into myofibroblasts that secreted abundant extracellular matrix proteins and expressed smooth muscle α-actin to structurally support the necrotic area. By 7 to 10 days, myofibroblasts lost proliferative ability and smooth muscle α-actin expression as the collagen-containing extracellular matrix and scar fully matured. However, these same lineage-traced initial fibroblasts persisted within the scar, achieving a new molecular and stable differentiated state referred to as a matrifibrocyte, which was also observed in the scars of human hearts. These cells express common and unique extracellular matrix and tendon genes that are more specialized to support the mature scar.

## Introduction

Fibroblasts are a unique cell type of mesenchymal origin that are present in essentially all tissues and organs, where they regulate extracellular matrix (ECM) production and acute wound healing (1–3). In addition to regulating local fibrosis and ECM production, fibroblasts also secrete growth factors to support tissue regeneration in coordination with inflammatory cells (4–6). In response to injury, tissue stretching, and cytokines such as TGF-β, fibroblasts become activated and then differentiate into a cell type referred to as a myofibroblast. Once induced, myofibroblasts produce and secrete greater levels of ECM proteins, including multiple types of collagen, and they express contractile genes, such as smooth muscle α-actin (αSMA), that underlie their ability to contract and close a wounded area (7, 8). In addition to forming myofibroblasts, unactivated tissue-resident fibroblasts have been reported to differentiate into endothelial cells and perhaps even tissue parenchymal cells at a low frequency (9–11), suggesting that these cells have some degree of multilineage competency.

In most tissues or organs, injury-induced fibrosis is a transient process that typically regresses once the healing response is finalized (4, 12–14). However, the heart is perhaps one of the more unique organs with respect to the fibrotic response and wound healing, as this tissue is not inherently regenerative and a stable scar must quickly form to prevent ventricular wall rupture. Heart disease remains the number one cause of mortality in the Western world, with atherosclerosis and subsequent myocardial infarction (MI) injury representing the most lethal subset of disease (15, 16). Acute MI causes rapid necrotic and apoptotic loss of cardiomyocytes within the ischemic region, and thereafter, the activity of fibroblasts becomes critical in buttressing the ventricular wall as the fibrotic scar forms over several days (17–20). Previous work has shown that αSMA^+^ myofibroblasts are present within the infarct area after acute MI injury (21). While multiple cell types have been suggested as generating myofibroblasts in the diseased heart, more recent genetic lineage–tracing analysis has shown that tissue-resident fibroblasts of developmental epicardial origin, which make up approximately 12% of all the cells in the adult rodent heart, are the overwhelming source for myofibroblast generation (22–25).

Despite the critical role that fibroblasts play in the diseased heart, the field has lacked an in-depth understanding of this cell type and its dynamics with MI injury. However, with the recent advent of multiple genetic lineage–tracing mouse models, it is now possible to dissect these cells and determine their phenotypic and functional characteristics during MI injury. Here, we used fibroblast stage-specific lineage tracing along with mechanistic analysis of MI-injured mice and mRNA expression profiling to annotate the stable differentiated states and dynamics of fibroblasts in the heart, which defines a fibroblast state referred to as the matrifibrocyte that resides within the mature scar.

## Results

### Cardiac fibroblast proliferation following MI.

To examine the proliferation dynamics of cardiac fibroblasts in response to MI, we employed a lineage tracking system with *Tcf21^MCM/+^*;*R26^EGFP^* mice that expresses the MerCreMer tamoxifen-regulated protein under the control of the transcription factor 21 (*Tcf21*) gene locus (26) in conjunction with a loxP site–dependent EGFP reporter that resides within the ubiquitous *Rosa26* gene locus (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI98215DS1). We previously showed that this lineage-tracing reporter system identifies the vast majority of tissue-resident cardiac fibroblasts in the uninjured and injured adult mouse heart (23). Here, 4-week-old *Tcf21^MCM/+^*;*R26^EGFP^* mice were put on tamoxifen diet for 4 weeks to specifically label all resident fibroblasts; thereafter, the mice received an MI surgical procedure at 9 weeks of age (Figure 1B and Supplemental Figure 1B). To quantify proliferating cells, a single dose of 5-ethynyl-2′-deoxyuridine (EdU) was given to mice for 4 hours at multiple selected time points after MI injury, followed by heart removal and IHC examination of EdU and Ki67 staining (Figure 1B and Supplemental Figure 1B). The data show that 1 to 2 days after MI injury, *Tcf21* lineage–traced fibroblasts did not proliferate in the infarct region of the heart, although by day 3, there was a robust induction of proliferation (Figure 1, C and E, and Supplemental Figure 1C). The border zone region showed proliferation of *Tcf21* lineage–traced fibroblasts 1 day earlier, likely because most of the fibroblasts died within the infarct region and 1 additional day was needed for these cells to move into the infarct from the border zone (Figure 1, D and E). In the infarct region, fibroblasts continued to proliferate through day 7, although proliferation in the border zone was extinguished after day 3 (Figure 1, C–E, and Supplemental Figure 1C). These data indicate that resident cardiac fibroblasts proliferate robustly within 2 days of MI injury, reaching a peak by 2 to 4 days, with reduced but detectable proliferation thereafter through day 7 within the infarct.

We also analyzed fibroblast proliferation over longer periods of time using 7 consecutive days of EdU injections in mice, followed by harvesting hearts every week for 8 additional weeks (Figure 1F). The data show that essentially all fibroblast proliferation occurs within the first week of MI injury in the infarct and border zone regions (Figure 1, G–I). Total fibroblast content within the infarct region also expands by approximately 3.5-fold versus the uninjured heart, and this expansion in fibroblast content remains stable over 4 weeks, suggesting that newly made fibroblasts persist within the scar region long term (Figure 1J). As further quantitation, FACS analysis of EdU-labeled *Tcf21* lineage–traced fibroblasts within the infarct region was also performed. As with the IHC analysis, FACS analysis showed a peak of cardiac fibroblast proliferation at day 3 after MI and lesser but detectable proliferation at day 7 compared with no proliferation at day 28 (Supplemental Figure 1E). Finally, lineage-traced fibroblast proliferation rates were minimal or nonexistent within the uninjured regions of these same hearts, such as the septum and right ventricle, at all time points up to 4 weeks (data not shown).

The results presented above employed *Tcf21*-based lineage tracing to identify cardiac fibroblasts after MI injury. We previously demonstrated that the periostin (*Postn*) genetic locus containing the MerCreMer cDNA linage traces essentially all activated cardiac fibroblasts in the heart, the overwhelming majority of which come from Tcf21^+^ resident fibroblasts (23). Here, we used a knockin allele of *Postn* containing the β-galactosidase (LacZ) expression cassette to track current expression from that locus. Importantly, these same *Tcf21*-traced cardiac fibroblasts coexpressed the *Postn* locus 4 days after MI injury within the heart (Supplemental Figure 2A). Using *Postn^MCM/+^*;*R26^EGFP^* mice, we observed similar proliferation dynamics in *Postn* lineage–traced activated fibroblasts over 4 weeks time after MI injury as compared with *Tcf21* lineage–traced cells (Supplemental Figure 2, B–E), which further validates the conclusion that activated fibroblasts can proliferate in the heart with MI injury.

### Differentiation of cardiac fibroblasts to myofibroblasts after MI.

Myofibroblasts are traditionally identified by newly acquired expression of the *Acta2* gene (αSMA protein), and these cells are known to reside within the scar region of the infarcted myocardium (21, 27), although we know little else of their dynamics. Here, *Tcf21^MCM/+^*;*R26^EGFP^* mice were given tamoxifen for 1 month to prelabel quiescent resident cardiac fibroblasts so that proliferation could be correlated with αSMA expression by IHC after MI injury. Single EdU injections were again performed each day over 10 days, and mice were harvested 4 hours after each injection, as shown in Figure 1B. Myofibroblast formation and αSMA expression were first observed in *Tcf21* lineage–traced cardiac fibroblasts in both the infarcted area and border zone 3 days after MI injury, coinciding with peak proliferation (Figure 2, A–C). While proliferation was mostly extinguished by day 7 in the infarct area, αSMA expression remained high through 7 days and was even partially detectable by day 10 in these fibroblasts, but then expression was absent by day 14 (Figure 2, A–C, and Supplemental Figure 1D). These results indicate that myofibroblasts in the MI-injured heart can proliferate, with a peak effect at day 3. These results also suggest that myofibroblasts are not a long-lasting differentiated state, as by days 7 to 10 after MI, expression of αSMA was reduced, then entirely lost in the *Tcf21* lineage–traced fibroblasts.

*Tcf21^MCM/+^*;*R26^EGFP^* mice were again subjected to 7 consecutive days of EdU injections, followed by harvesting hearts every week for 4 to 8 additional weeks, followed by αSMA IHC analysis (Figure 1F). Essentially all of the proliferating αSMA-positive *Tcf21* lineage–traced cells were identified in the first week in the border zone and infarct region, with loss of proliferation and current αSMA expression by 2 weeks after MI, although all of the *Tcf21* lineage–traced cells persisted onwards of 8 weeks (Figure 2, D–F). Two weeks after MI, αSMA-positive cells within the border zone and infarct region were restricted to vessels with vascular smooth muscle (Figure 2F). Quantitation by FACS analysis also showed αSMA expression in *Tcf21* lineage–traced fibroblasts at days 3 and 7 after MI, but not at 28 days (Supplemental Figure 1E). Nearly identical results were observed with *Postn^MCM/+^*;*R26^EGFP^* mice after MI as a means of lineage-tracing activated fibroblasts (Supplemental Figure 2F). Approximately 90% of *Postn* lineage–traced activated fibroblasts were αSMA expressing at days 4 to 7 after MI, but by 2 weeks and afterwards, proliferation and αSMA expression were lost from these fibroblasts (Supplemental Figure 2, G and H). Taken together, these results indicate that activated fibroblasts and myofibroblasts in the heart proliferate during the first 7 days of MI injury, but then progress to an alternate differentiated state that loses proliferation capacity and αSMA expression.

### Apoptosis and turnover of fibroblasts in the infarcted myocardium.

We observed that *Tcf21* lineage–traced fibroblasts were largely lost at day 2 from the region of the heart that suffered infarction injury, but by days 3 to 4, these cells rapidly rebounded and expanded throughout the injured area, where they persisted long term (Figure 1E and Supplemental Figure 1C). To examine cell death in contributing to the dynamics of fibroblasts within the MI region, we performed TUNEL on hearts from *Tcf21^MCM/+^*;*R26^EGFP^* mice before and after MI (Figure 3A). Apoptotic nuclei within the infarcted area of the heart were observed at day 1 after MI; this peaked at day 2 and then became almost undetectable by day 7 and onwards (Figure 3B). Importantly, a substantial number of *Tcf21* lineage–traced fibroblasts were TUNEL positive at day 2 after MI, but not at day 3 (Figure 3B). At day 2 after MI, most of the TUNEL^+^ cardiac fibroblasts had condensed nuclei and showed a scattered and fragmented EGFP signal (Figure 3B). We also quantified total fibroblast numbers within the infarct 4 hours or 28 days after a wave of EdU labeling during only the first 7 days after MI (Figure 3C). We observed that roughly 75% of *Tcf21* lineage–traced (EGFP^+^) fibroblasts were labeled by EdU over 7 days of injections after MI (Figure 3, D and E). However, if these same mice labeled with EdU over 7 days were instead harvested at day 28 after EdU injection, the same relative number of EGFP^+^ cells were EdU^+^, indicating that newly formed fibroblasts are stable and not turned over in the infarct region (Figure 3, D and E). Taken together, these results indicate that proliferating and newly activated cardiac fibroblasts and myofibroblasts are a robust cell type that persists in the MI-injured area.

Fibroblasts are known for their plasticity and potential ability to transdifferentiate into other cell types, such as immune cells or endothelial cells (9, 28). To determine whether newly generated fibroblasts in the infarcted heart have such an ability, hearts from the same *Tcf21^MCM/+^*;*R26^EGFP^* mice with lineage-traced fibroblasts were subjected to IHC for CD31 (endothelial) and CD45 (leukocytes). We were unable to detect events whereby a *Tcf21* lineage–traced fibroblast converted to a CD31- or CD45-expressing cell (Figure 3, F and G, and Supplemental Figure 3, A–C). Interestingly, continuous low-level proliferation of CD31- and CD45-expressing cells was observed throughout all stages that were analyzed after MI, indicating persistence of inflammation and angiogenesis (Figure 3, F and G, Supplemental Figure 3, B and C).

### Lineage tracing specifically for myofibroblasts in the heart.

We also used *Acta2^CreERT2^*;*R26^EGFP^* mice to lineage trace myofibroblasts specifically. The *Acta2^CreERT2^* mice contain a bacterial artificial chromosome (BAC) transgene that expresses the tamoxifen-inducible Cre-ERT2 protein within a portion of the *Acta2* genomic locus (Figure 4A) (29). *Acta2^CreERT2^*;*R26^EGFP^* mice were given tamoxifen 1 day before and immediately after MI injury for 5 days total, after which EdU was given at select time points to measure proliferation (Figure 4B). Similarly to what occurred in *Postn^MCM/+^*;*R26^EGFP^* mice, *Acta2* lineage–traced myofibroblasts were first observed at day 4 after MI (Figure 4, C and D). Importantly, IHC for αSMA protein showed that essentially all *Acta2* lineage–traced fibroblasts were also positive for αSMA protein in the first 7 days, demonstrating the high fidelity of the *Acta2*^CreERT2^;*R26^EGFP^* genetic approach (Figure 4, C and D). However, by 4 and 8 weeks after MI injury, these *Acta2* lineage–traced fibroblasts persisted within the infarcted region of the heart despite the complete absence of αSMA protein expression, with only vascular smooth muscle cells within vessels showing expression (Figure 4, C and E). With respect to proliferation, some *Acta2* lineage–traced fibroblasts were EdU positive within the first 7 days after MI injury, but were refractory to cell-cycle activity thereafter (Figure 4, C and D). Again, we observed no evidence of transdifferentiation of *Acta2* lineage–traced myofibroblasts into endothelial cells or leukocytes based on CD31 and CD45 IHC (Supplemental Figure 3, D and E).

### Cardiac fibroblasts in the scar have a unique differentiated state.

The lack of EdU uptake and loss of αSMA expression in fibroblasts residing within the relatively hypoxic and high-tension scar region of the heart suggested that these cells achieved an alternate differentiated state. To solidify these observations, we used a model in which 2 rounds of fibroblast proliferation were induced in the mouse heart. *Tcf21^MCM/+^*;*R26^EGFP^* mice were first treated with tamoxifen to label all fibroblasts with EGFP; then MI injury was performed, followed 4 weeks later by placement of s.c. osmotic pumps loaded with angiotensin II (Ang II) and phenylephrine (PE). Infusion of these 2 agonists is known to activate fibroblasts in the heart and cause proliferation with ensuing interstitial fibrosis (30, 31) (Figure 5A). Remarkably, the *Tcf21* lineage–traced fibroblasts within the MI scar region were refractory to subsequent Ang II/PE–induced EdU incorporation and proliferation, while resident fibroblasts in the remainder of the heart, such as the septum, readily proliferated (Figure 5, B and C). Analysis of Ki67 expression as an indicator of proliferation showed a profile similar to that of EdU (Figure 5C). We also sorted *Tcf21* lineage–traced (EGFP^+^) fibroblasts from the uninjured heart versus the infarct scar region 28 days after MI for assessment of proliferation in culture, with and without TGF-β stimulation. Under these conditions, 6 hours of EdU treatment labeled significantly more *Tcf21* lineage–traced fibroblasts isolated from the uninjured heart compared with the scarred region, with or without TGF-β stimulation (Figure 5, D and E). However, TGF-β treatment was equally efficient in promoting αSMA stress fiber formation in either population of isolated fibroblasts (Figure 5F). Taken together, these results suggest that fibroblasts within the infarcted scar region have unique properties that could represent a previously unappreciated differentiated state.

### Myofibroblasts stabilize the scar before the collagen scar forms.

Myofibroblasts within the infarcted region of the heart only express αSMA protein from approximately days 3 to 10 after MI, which was an unexpected observation, given that these lineage-traced cells persist for what appears to be the life of the scar. To better understand the dynamics of the cardiac myofibroblast after MI injury, we conducted a series of histological and mechanistic experiments. We first documented the progression of post-MI ventricular remodeling and ECM architecture to compare against fibroblast phenotyping. Picrosirius red staining of cardiac histological sections showed a progressive accumulation of collagen within the infarcted area over the first 6 days after MI and, thereafter, a progressive condensation of the collagen scar and an increase in its complexity (Figure 6A and Supplemental Figure 4A). Between 1 and 2 weeks, the greatest increase in collagen complexity was observed, which was also the time when myofibroblasts lost their αSMA expression (Figure 6A and Supplemental Figure 4A). Microscopic histologic analysis for collagen III (Col3) showed that between days 4 and 10, the collagen-rich basal lamina that previously surrounded each cardiomyocyte became progressively thicker and reorganized from circular structures into long continuous strands of collagen (Figure 6B, Supplemental Figure 4B, and Figure 7). The resident fibroblasts previously labeled with the *Tcf21^MCM/+^*;*R26^EGFP^* alleles initially localized around the basal lamina with long processes, but by day 10 and onwards, they reorganized commensurate with the loss of αSMA expression into more linear-shaped cells lacking processes (Figure 6B, Supplemental Figure 4B, and Figure 7). These observations suggest that αSMA expression might underlie a structural role within the first 7 days after MI injury by fully surrounding and connecting all the “ghost” basal lamellar regions with a continuous network of cellular αSMA filaments (Figure 7).

To examine this concept of a cellular support network more directly, we used 2 different methods to destabilize maturing collagen within the infarct region, both of which resulted in prolonged αSMA expression and the traditional myofibroblast phenotype (Figure 8, A–E, and Supplemental Figure 4, C and D). The first method involved treating mice after MI with β-aminoproprionitrile (BAPN), an inhibitor of lysyl oxidase (LOX) that antagonizes collagen maturation (32, 33). This treatment maintained αSMA expression within the *Tcf21* lineage–traced fibroblasts through 14 days after MI, while αSMA expression in hearts not treated with BAPN only showed αSMA in vessels (Figure 8, A and B). We also previously showed that deletion of the *Postn* gene rendered hearts with immature scars that ruptured as well as with less crosslinked and complex collagen (34–37). Here, we generated *Postn*-null mice by crossing 2 *Postn^MCM/+^* alleles together along with the *R26^EGFP^* lineage–tracing allele. *Postn^MCM/MCM^*;*R26^EGFP^* or control *Postn^MCM+^*;*R26^EGFP^* mice were given MI at 8 weeks of age, followed by tamoxifen administration to label activated fibroblasts, after which the hearts were harvested at day 14 (Figure 8C). Importantly, *Postn^MCM/MCM^* mice showed loss of periostin protein expression in the infarct region (Figure 8D) along with reduced Col1 and Col3 within the infarct (Supplemental Figure 4D).The data again showed persistent αSMA expression in fibroblasts from *Postn*-null mice within the MI region at 14 days, while controls showed almost complete loss of αSMA expression in these fibroblasts (Figure 8E). Taken together, these results suggest that loss of the myofibroblast phenotype is associated with infarct scar maturation, such that the differentiated state of these cells with αSMA expression persists as a likely attempt to maintain ventricular wall integrity until the collagen is fully supportive.

### Gene expression defines fibroblast-differentiated states after MI.

We next performed mRNA profiling to gain insight into molecular signatures of gene expression that might underlie the phenotypic stages of fibroblasts we observed in the post-MI heart. *Tcf21^MCM+^*;*R26^EGFP^* mice were used so that EGFP^+^ fibroblasts could be directly FACS isolated for mRNA extraction without culturing. 

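EGFP marks cells of the Tcf21 lineage, that is, resident fibroblasts of the heart, and EGFP-positive cells were sorted. RNA came from about 50000 sorted cells per extract, was amplified and labelled with the GeneChip 3' IVT Pico kit, and was hybridized to Clariom S Mouse arrays. There were 3 arrays from uninjured hearts and, from the infarct area, 3 at 3 days, 3 at 7 days, 2 at 2 weeks and 3 at 4 weeks after MI. The signals are on a log2 scale from 2.66 to 19.5 as the authors processed them, by a summarization method that the paper's text does not name. Each of 19494 genes with a single symbol was tested, and 11960 of them lay above 5.89 in at least 1 group mean. That level is the 95th percentile of 1410 olfactory and vomeronasal receptor genes, which serve as a background because heart fibroblasts are not known to use them. Group means were compared with limma in 1 fit of the 14 arrays, and a gene counts as changed at an adjusted p under 0.05. The arrays numbered 1 in each group stand apart: 7075 genes differed between these 5 arrays and the other 9, so a fit with the replicate number as a block stands beside results that it changes. The number of arrays limits the precision, above all at 2 weeks.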

*Tcf21* lineage–traced fibroblasts were obtained from adult uninjured hearts and compared against cells isolated from the infarcted regions of hearts at 3 days, 7 days, 2 weeks, and 4 weeks, revealing some 5,000 differentially expressed genes (Figure 9A). 

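Cthrc1, a secreted protein linked to cell migration, had a log2 signal near background in uninjured fibroblasts, 6.05 ± 0.326 (SD, n = 3), and 15.1 ± 0.358 (SD, n = 3) at 7 days. Ces1d, a carboxylesterase, went the other way and was 224-fold lower at 7 days than in uninjured fibroblasts (adjusted p = 8.4e-08). Among the 5 groups 2996 genes (15.4% of those tested) differed by limma's F test, and 2219 of them (11.4%) also changed at least 2-fold against uninjured fibroblasts at 1 or more times. Of 1325 genes that rose at least 2-fold, 778 (58.7%) had their highest mean at 3 days, 378 (28.5%) at 7 days, 106 (8%) at 2 weeks and 63 (4.75%) at 4 weeks. Of 919 genes that fell, 547 (59.5%) were lowest at 3 days, 242 (26.3%) at 7 days, 88 (9.58%) at 2 weeks and 42 (4.57%) at 4 weeks. Mki67, a marker of dividing cells, peaked at 3 days at 12.5 ± 0.673, and the highest means of the hyaluronan-binding protein Cemip and the cartilage matrix protein Chad were those of 7 days and 4 weeks, at 11.7 ± 0.574 and 13.9 ± 0.671 (SD, n = 3 each). For Cemip the step from 3 to 7 days had an adjusted p of 0.0393 that did not hold in all fits (0.052 after array median centring, 0.0962 in the fit of only the 2 groups, and above 0.05 without any 1 of 10 arrays, the most 0.17 and 0.181 without 3-day replicate 2 or 7-day replicate 3). With the replicate block 4826 genes passed the F test, 166 rising genes peaked at 2 weeks, and 134 and 66 falling genes were lowest at 2 and 4 weeks. The peaks at 2 weeks numbered 61, 67 and 66 without 2-week replicate 1, uninjured replicate 2 or uninjured replicate 3, the lowest means at 2 weeks 42, 176, 45 and 47 without 2-week replicate 2 or uninjured replicate 1, 2 or 3, and those at 4 weeks 27 without uninjured replicate 2.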

Bioinformatic analysis showed the greatest number of gene-expression clusters at 3 days after MI injury compared with fibroblasts from uninjured hearts, followed thereafter by 7 days after MI injury, while 2 weeks and 4 weeks after MI injury showed the least number of clusters of differentially expressed genes compared with fibroblasts from the uninjured heart (Figure 9A). Indeed, Venn diagram analysis showed 2,013 uniquely differentially expressed genes between fibroblasts from the uninjured heart and 3 days after MI injury and 1,029 at day 7 after MI injury (Figure 9B). However, by 2 and 4 weeks after MI injury, there were only 497 and 355 uniquely changed genes that were significant versus those in uninjured fibroblasts, respectively (Figure 9B). Moreover, only 690 (86+604) significantly changed genes were in common between the 2- and 4-week post-MI fibroblasts compared with the 3-day post-MI activated fibroblasts (Figure 9B). These results suggest that fibroblasts from the 3-day injured MI region have the greatest differences in gene expression compared with any other time point and that by 4 weeks after MI injury, these cells are most highly related to the uninjured state, although they clearly maintain a large number of differential clusters (Figure 9, A and B). 

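At 3 days 2446 genes had changed against uninjured fibroblasts, 1313 of them higher and 1133 lower, with Pclaf, a partner of the DNA replication clamp, 112-fold higher and Cytl1, a cytokine-like cartilage protein, 51.2-fold lower. The log2 fold change of Cytl1, -5.68, was -6.42, -6.43 and -5.03 without uninjured replicate 1 or 3-day replicate 1 or 2. At 7 days 1581 genes had changed, 901 higher and 680 lower, among them Cdh3, a classical cadherin, 127-fold higher and Vit, a matrix protein, 54.0-fold lower. The count was 484 at 2 weeks, 254 higher and 230 lower, where the immunoglobulin-family protein Emb was 65.4-fold higher and the matrix glycoprotein Emilin2 lower by 3.82 on the log2 scale. At 4 weeks it was 372, with 194 higher and 178 lower, among them Ltbp2, a microfibril-associated protein, 49.9-fold higher and Slco2b1, an organic anion transporter, lower by 3.29 on the log2 scale. After array median centring the numbers of higher and lower genes were 763 and 786 at 7 days, 235 and 252 at 2 weeks and 182 and 185 at 4 weeks, so which of them is greater at these times depends on the scaling. The changed genes are 12.5%, 8.11%, 2.48% and 1.91% of the genes tested, at adjusted p values under 0.05 from limma. The replicate block gave 3717, 2453, 830 and 673 genes. Single arrays moved the later counts: at 2 weeks to 172 or 154 without 2-week replicate 1 or 2 and to 804, 314 or 308 without uninjured replicate 1, 2 or 3, and at 4 weeks to 239, 236 or 237 without 4-week replicate 1, uninjured replicate 2 or uninjured replicate 3. 

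**Figure D1:**
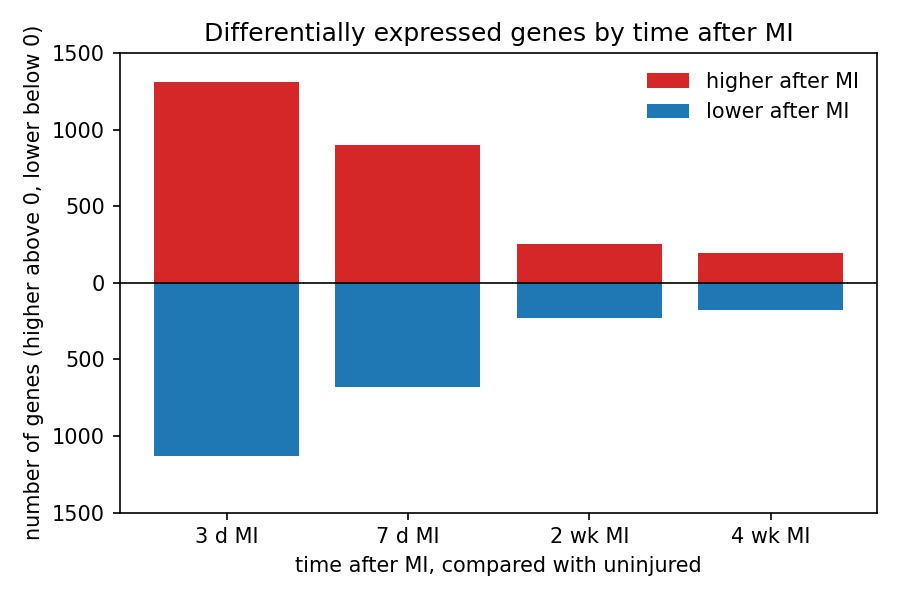
Number of genes higher (up) and lower (down) than in uninjured fibroblasts at each time after MI, at an adjusted p under 0.05 from limma. The bars start at 0 and shrink from 1313 and 1133 genes at 3 days to 194 and 178 at 4 weeks.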

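Genes changed at 3 days and at no other time included Lcn2, a siderophore-binding protein of acute inflammation, 44.9-fold higher, the chemokine Cxcl5, 25.5-fold higher, Inhba, the activin A subunit, 17.5-fold higher, and the mitotic checkpoint kinase Bub1, 16.8-fold higher. Single arrays moved these folds. Without 3-day replicate 1 the log2 fold changes of Lcn2, Cxcl5 and Inhba were 4.37, 4.03 and 3.38, against 5.49, 4.67 and 4.13 with it. Without 3-day replicate 2 that of Lcn2 was 6.68, and that of Bub1 3.41 against 4.07. On the falling side Apoe, a lipid carrier, was 22.5-fold lower and Ltbp4, which binds latent TGF-beta, 7.39-fold lower. Counted at a 2-fold or larger change, 1080 genes were of this kind (642 higher, 438 lower), 56.8% of the 1903 genes changed at 3 days. The 7-day set held 395 genes (267 higher, 128 lower), 30.3% of 1302. Its largest rises were in genes that macrophages express: C1qa, a complement subunit, was 87.8-fold higher, and the receptor Csf1r and the lysosomal protein Laptm5 were among them. All genes named from these sets were chosen after their values were seen. Uniqueness here means a call at this time and none at the others, and it is not a test of a difference from them; without 7-day replicate 3 the 7-day set held 245 genes.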

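Hbegf, a growth factor of the EGF family, was 4.95-fold higher at 2 weeks and was called at no other time (adjusted p = 0.0163; 0.201, 0.0987 and 0.0676 without 2-week replicate 1 or 2 or uninjured replicate 2). At 4 weeks such genes included Chrdl1, an antagonist of BMP signalling, 8.47-fold higher, Timp3, a matrix-bound inhibitor of metalloproteinases, 7.19-fold higher, and Smad6, an inhibitory SMAD, 3.83-fold higher. Fap, a protease of activated fibroblasts, was lower by 1.75 on the log2 scale at 4 weeks. Single arrays changed these calls: the adjusted p for Chrdl1 was 0.0877, 0.109 and 0.0529 without uninjured replicate 1 or 3 or 4-week replicate 1, that for Timp3 0.0869 without uninjured replicate 3, and that for Fap 0.0716, 0.0761 and 0.0701 without uninjured replicate 1 or 2 or 4-week replicate 3. Without 4-week replicate 1 the log2 fold changes of Chrdl1 and Timp3 were 2.14 and 2.02, against 3.08 and 2.85 with it. In the fit of only the 2 groups compared none of the 4 passed (0.141 for Chrdl1, 0.111 for Timp3, 0.0943 for Smad6 and 0.116 for Fap), and without the 5 arrays numbered 1, a setting chosen after the data were seen, Chrdl1 and Timp3 had 0.0903 and 0.0583 and Hbegf at 2 weeks 0.0752. In all, 72 genes (31 higher, 41 lower) were called at 2 weeks alone, 15.3% of the 471 genes changed at least 2-fold then, and 43 genes (26 higher, 17 lower) at 4 weeks alone, 12.3% of 351. The largest fall at 2 weeks alone was in a Y-linked gene, Uty, which fell by 5.19 on the log2 scale (adjusted p = 0.0262; 0.192, 0.213, 0.0897 and 0.0655 without 2-week replicate 1 or 2 or uninjured replicate 2 or 3). Uty and Kdm5d, another Y-linked gene, were low in 4 arrays, both 2-week arrays among them, and with these 4 arrays as a block limma called 0 genes at 2 weeks alone (292 at an unadjusted p under 0.05), a block that by design raises the standard error at 2 weeks 1.38-fold and under which 63 of the 72 genes kept a 2-fold change in the same direction; Kdm5d and the other genes named from these sets were chosen after their values were seen. The replicate block gave 127 genes at 2 weeks alone, and single arrays moved that count to 5 or 2 without 2-week replicate 1 or 2, to 204, 31 or 27 without uninjured replicate 1, 2 or 3 and to 109 without 4-week replicate 1. The 4-week count was 24 without 4-week replicate 1, 25 without uninjured replicate 2 and 24 without uninjured replicate 3.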

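At 3 days, 2 weeks and 4 weeks alike 172 genes had changed at least 2-fold, 68 higher at all 3 times, 90 lower at all 3 and 14 in different directions. Independent sets of the same sizes would share 0.123 rising and 0.0857 falling genes, but all times share the uninjured arrays, so the sets are not independent. Simulated groups without change that share these arrays gave 0. That says little, as limma called a mean of only 0.26 genes at any time in them. At an unadjusted p under 0.05 from limma and a 2-fold change, a looser threshold than that of the 172 genes, the simulated sets shared a mean of 8 genes, at most 13. As no simulated gene changed, they do not show how much overlap the shared arrays add among genes that did change. The genes changed in different directions include Faim2, an inhibitor of Fas-mediated cell death, and Angptl7, a secreted protein of the tendon list, both lower at 3 days and higher at 2 and 4 weeks. Between 2 and 4 weeks 264 genes were shared, 150 of them higher and 114 lower at both. Sfrp2, a secreted Wnt modulator, was higher at both (adjusted p = 0.000149 and 0.000648), by 28.6-fold at 4 weeks, as were Fn1 and Runx1. The set of 172 numbered 94 or 85 without 2-week replicate 1 or 2, 107 without uninjured replicate 2 and 113 without uninjured replicate 3.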

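Tenascin C (Tnc), a matrix protein of wounds, and Steap1, a metalloreductase, were among the largest rises at 3 days, Tnc by 303-fold and Steap1 by 6.63 on the log2 scale (standard error 0.389). Inmt, a methyltransferase, was 44.1-fold lower, Ces1d 22.0-fold lower, the sterol hydroxylase Cyp27a1 17.5-fold lower and the glutathione transferase Gsta3 17.2-fold lower at that time. At 7 days the signal assigned to Mir675, which lies within H19, had risen from a level under background in uninjured fibroblasts, Inmt had fallen by 6.10 on the log2 scale, and Gsta3 was 77.2-fold lower. Over all genes, the root mean square log2 fold change against uninjured fibroblasts was 0.782 at 3 days, 0.722 at 7 days, 0.597 at 2 weeks and 0.476 at 4 weeks. The spread between arrays alone would give 0.341 at 3 days, 7 days and 4 weeks and 0.381 with the 2 arrays of 2 weeks, and 0.263 and 0.296 once the difference between the arrays numbered 1 and the others is taken out as a block, a setting chosen after the data were seen, which puts the distance at 2 weeks at 0.575 and leaves the others. Per array the distance was 0.841 ± 0.0744, 0.804 ± 0.000447, 0.647 ± 0.0397 and 0.585 ± 0.116 (SD, n = 3, 3, 2 and 3). Of the 351 genes changed at least 2-fold at 4 weeks, 258 (73.5%) were changed in the same direction at 7 days and 188 (53.6%) in the same direction at 3 days, and 17 others in the opposite direction at 3 days. These comparisons share the uninjured arrays, and the agreement that this alone would give was not computed. From the numbers of genes changed at each time and shared between times (Figure 9, A and B), the paper proposes that fibroblasts at 3 days differ most from the uninjured state and that those at 4 weeks lie closest to it while still keeping differences.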

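Several genes stayed far from their uninjured level from 3 days to 4 weeks after MI. Averaged over the 4 times, the log2 fold change was 7.56 for Cthrc1, 7.24 for Ddah1, which degrades an inhibitor of nitric oxide synthase, 5.96 for Lox, a collagen crosslinking enzyme, and 5.72 for Runx1, a transcription factor. Falling genes included Ret, a receptor tyrosine kinase, at -4.07, Col6a6, a type VI collagen chain, at -3.86, and Abca6, a lipid transporter, at -3.72. At each of the 4 times 160 genes passed the 2-fold threshold, 66 higher throughout, 89 lower throughout and 5 in changing directions, Comp among these 5. Independent sets would share 0.00473 rising and 0.00244 falling genes, but the 4 comparisons share the uninjured arrays and are not independent. Simulated groups without change that share these arrays gave a mean of 3.52 genes, at most 6, at an unadjusted p under 0.05 from limma and a 2-fold change. That threshold is looser than the one of the 160 genes. As no simulated gene changed, they do not show how much overlap the shared arrays add among genes that did change. The set held 92 or 84 genes without 2-week replicate 1 or 2 and 103 without uninjured replicate 2, and with the 4 arrays low in Uty and Kdm5d as a block, which costs precision at 2 weeks by design, it held 58.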

Importantly, 604 genes were always differentially expressed between fibroblasts from all 4 stages of injury with uninjured fibroblasts, showing that they are all still fundamentally the same cell lineage (Figure 9B).

Genes were also clustered into key biologic features of the fibroblast, such as proliferation, cell migration, cytoskeleton, ECM and ECM modification, apoptosis inhibitor, and bone and cartilage signatures (Figure 10A). 

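Lists of genes for 39 features of fibroblasts and other heart cells, 994 entries measured on the arrays, were compared with the remaining genes by limma's camera test. Some lists hold genes that the paper picked from these arrays for Figure 10, such as Cthrc1, Tnc and Faim2, and are not independent of that choice. At 3 days 12 lists were called higher and 9 lower, at 7 days 15 and 4, at 2 weeks 11 and 4, and at 4 weeks 8 and 7. With a correlation between genes estimated from the arrays, fewer calls hold, namely 7, 6, 4 and 3. Those at 3 days are the rises of cell cycle, DNA replication, cell migration, contractile cytoskeleton, matrix crosslinking and unfolded protein response genes and the fall of quiescent fibroblast genes. At 7 days they are the rises of cell cycle, migration, contractile, fibrillar collagen and crosslinking genes and the fall of quiescent fibroblast genes. Fibrillar collagens, cartilage, tendon and Wnt pathway genes hold at 2 weeks, and cartilage, tendon and Wnt pathway genes at 4 weeks. 

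**Figure D2:**
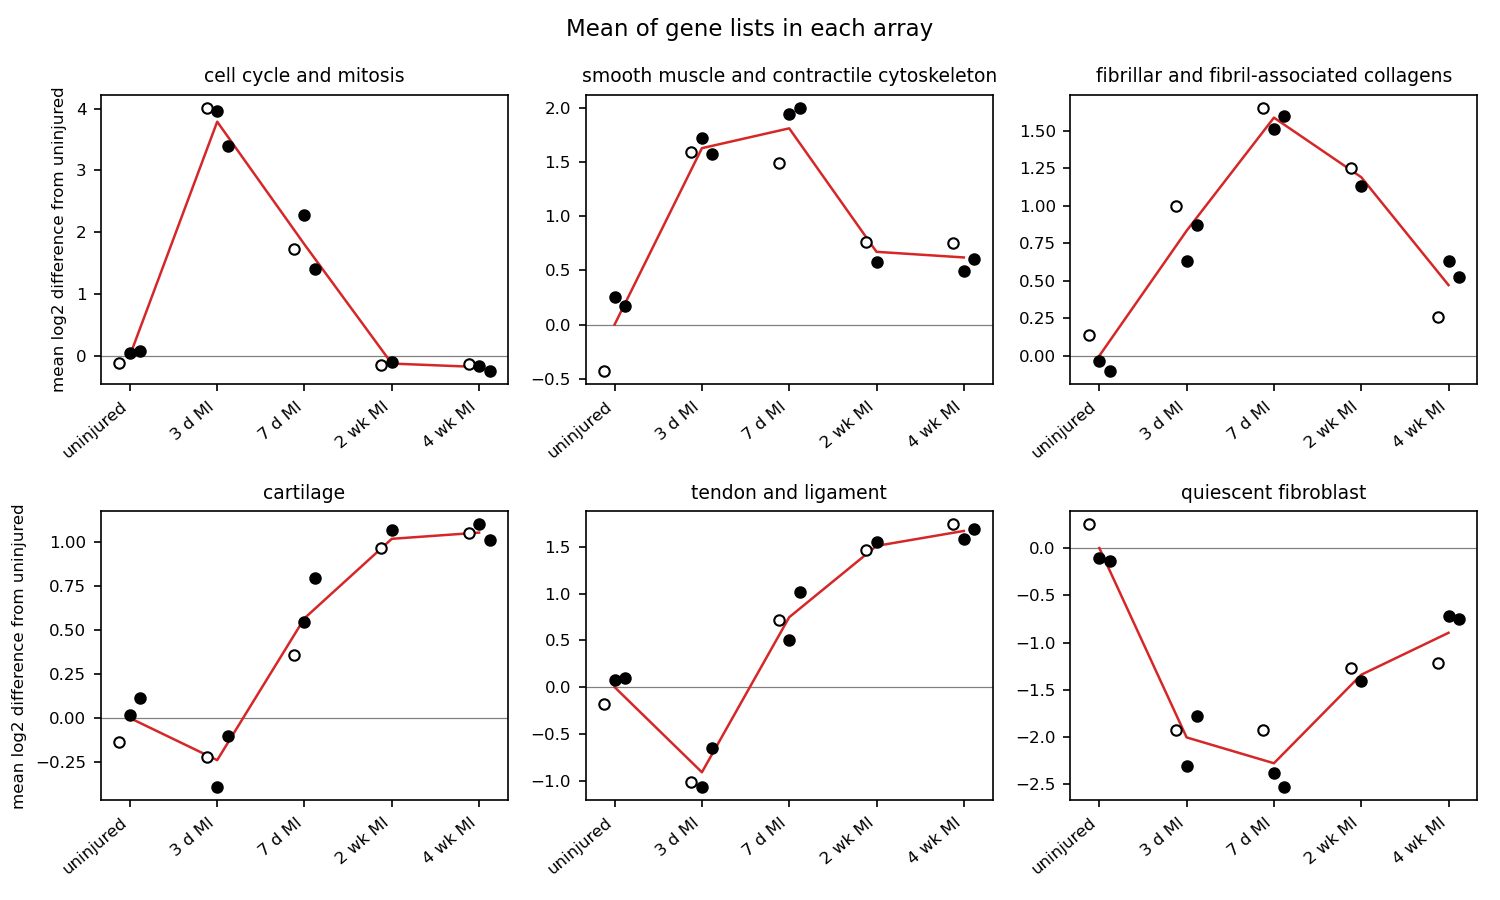
Mean log2 signal of 6 gene lists per array relative to the uninjured mean, by time after MI; open circles are the arrays numbered 1, filled circles those numbered 2 and 3, and the red line joins the group means. Cell cycle genes stand highest at 3 days, and tendon genes stay above the uninjured level at 2 and 4 weeks.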

Consistent with our phenotypic data, proliferation- and migration-regulating genes were most highly induced at day 3 after MI in *Tcf21* lineage–traced fibroblasts, but were then extinguished by 2 and 4 weeks (Figure 10, B and C). 

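Of 32 genes of the cell cycle and mitosis, 31 rose at 3 days (32 adjusted over the list alone) and 22 at 7 days (27 adjusted over the list alone), with camera at adjusted p = 1.26e-45 and 6.79e-24. The mitotic kinase Cdk1 was 139.8-fold higher at 3 days (per-array range 90.0 to 248) and 37.2-fold higher at 7 days, and Mki67 was 134-fold and 15.9-fold higher. At 2 and 4 weeks none of the 32 was called by limma, up or down (1 and 2 were lower at an unadjusted p under 0.05), and Cdk1 did not pass at either (adjusted p = 0.887 and 0.398). DNA replication genes rose in 19 of 24 cases at 3 days (21 adjusted over the list alone), Mcm5, a helicase subunit, by 26.0-fold, and in 7 at 7 days (10 adjusted over the list alone; adjusted p = 9.29e-05, and 0.261 with an estimated correlation), and limma called none at 2 or 4 weeks (1 rising and 2 falling, and 1 rising, at an unadjusted p under 0.05). The 30 migration genes had 13 higher and 2 lower at 3 days (17 and 4 adjusted over the list alone) and 11 and 2 at 7 days (13 and 3), at adjusted p = 1.46e-07 and 7.63e-07. Cthrc1 was 304-fold higher at 3 days, 530.1-fold at 7 days, and 218-fold at 2 weeks, with a log2 fold change of 5.17 at 4 weeks, and Cemip 66.4-fold, 190.5-fold, 16.5-fold and, without passing the test, 2.40-fold (adjusted p = 0.199). Neural cadherin (Cdh2) was 47.9-fold, 49.5-fold, 24.8-fold and 12.2-fold higher. At 2 weeks 6 migration genes were higher and 1 was lower (8 and 3 adjusted over the list alone; adjusted p = 0.00129, and 0.1 with an estimated correlation), and at 4 weeks 5 were higher, namely Cthrc1, Cdh2, Tnc, Sdc1 and Cd44, and Thy1 and Fap were lower (8 and 6 adjusted over the list alone; adjusted p = 0.777), although Tnc did not pass in the fit of only the 2 groups (0.0653).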

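Palladin (Palld), which bundles actin filaments, was 64.0-fold higher than in uninjured fibroblasts at 3 days, 90.0-fold at 7 days, 43.2-fold at 2 weeks and 17.4-fold at 4 weeks. Smooth muscle actin (Acta2), the defining protein of myofibroblasts, was 41.8-fold and 26.4-fold higher at 3 and 7 days. Its log2 fold changes of 1.98 at 2 weeks and 2.08 at 4 weeks did not pass limma's test (adjusted p = 0.157 and 0.0977). At 4 weeks the adjusted p was 0.0478 without uninjured replicate 2, and 0.0482 with the array set as a block, a setting chosen after the data were seen. The uninjured arrays of Acta2 varied, with an SD of 1.45 on the log2 scale. Without uninjured replicate 1 the log2 fold changes were 1.148 and 1.255 at 2 and 4 weeks (adjusted p = 0.17 and 0.161). At 3 and 7 days they were then 4.56 and 3.89, against 5.38 and 4.72 with all arrays. Adam12, a metalloprotease, was 162-fold, 38.0-fold and 2.97-fold higher at 3 days, 7 days and 2 weeks, and 1.35-fold at 4 weeks without passing (adjusted p = 0.757; at 2 weeks 0.0582 and 0.121 without 2-week replicate 1 or 2). Of 29 contractile genes 15 rose and none fell at both 3 and 7 days (16 and 20 adjusted over the list alone; adjusted p = 4e-11 and 9.85e-17), and 3 rose and none fell at both 2 and 4 weeks (8 and 8; adjusted p = 0.000542 and 8.83e-05, and 0.276 and 0.208 with an estimated correlation). Among 22 genes of matrix crosslinking and collagen processing, 10 rose and 2 fell at 3 days, 11 and 1 at 7 days, and 4 rose and none fell at 2 and at 4 weeks (adjusted over the list alone 12 and 2, 12 and 2, 6 and 1, 4 and 1). Their camera results were adjusted p = 2.78e-05, 3.4e-08, 0.00203 and 0.0829, the third becoming adjusted p = 0.096 with an estimated correlation; at 4 weeks it was 0.0498 without uninjured replicate 3 and 0.0171 without 4-week replicate 1. Lox was 116-fold, 156-fold and 59.4-fold higher at the first 3 times and remained higher at 4 weeks, and P4ha3, a collagen prolyl hydroxylase subunit, 29.7-fold and 61.7-fold at 3 and 7 days. Of 28 matrix proteases and inhibitors 6 rose and 5 fell at 3 days, 8 and 4 at 7 days, 3 and 0 at 2 weeks and 3 and 2 at 4 weeks (adjusted over the list alone 9 and 7, 11 and 4, 6 and 3, 3 and 6), with no call from camera that held with an estimated correlation (adjusted p = 0.356 at 7 days, and 0.0911 with the replicate block). Timp1, a metalloproteinase inhibitor, was 23.4-fold and 7.56-fold higher at 3 and 7 days, higher at 2 weeks and 3.99-fold higher at 4 weeks (at 2 weeks adjusted p = 0.00436, and 0.0763 without 2-week replicate 1; at 4 weeks 0.0035, and 0.065 in the fit of only the 2 groups).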

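Fibronectin (Fn1) was 9.04-fold and 14.3-fold higher at 3 and 7 days, 8.83-fold at 2 weeks and 2.29 higher on the log2 scale at 4 weeks, and periostin (Postn) 4.91-fold, 6.09-fold, 5.35-fold and 2.18-fold higher in the same order. Col1a1, the main chain of type I collagen, was 3.60-fold, 4.92-fold and 3.20-fold higher at the first 3 times, and its log2 fold change of 0.98 at 4 weeks had an adjusted p of 0.0507 (0.0154 with the replicate block, 0.0496 without 3-day replicate 3 and 0.0166 without 4-week replicate 1). Without 2-week replicate 2 the Col1a1 result at 2 weeks had an adjusted p of 0.0614. Postn at 4 weeks had an adjusted p of 0.0245, which became 0.111, 0.11, 0.0615, 0.0897 and 0.0794 without uninjured replicate 2 or 3 or 4-week replicate 1, 2 or 3, and 0.0747 in the fit of only the 2 groups. Col3a1 was 3.16-fold higher at 3 days and 4.24-fold at 2 weeks, rose by 2.34 on the log2 scale at 7 days, and stood at 1.87-fold at 4 weeks without passing (adjusted p = 0.119). Of 18 fibrillar and fibril-associated collagens 7 rose and 1 fell at 3 days, and 10, 8 and 2 rose and none fell at 7 days, 2 weeks and 4 weeks (adjusted over the list alone 9 and 2, 14 and 0, 10 and 0, 7 and 2). Camera gave adjusted p = 2.48e-05, 2.96e-12, 1.25e-11 and 0.000229 for these, and for 3 days and 4 weeks adjusted p = 0.0573 and 0.0907 with an estimated correlation. The 34 matrix glycoproteins and proteoglycans had 5 higher and 12 lower at 3 days, 13 and 5 at 7 days, 9 and 3 at 2 weeks and 4 and 2 at 4 weeks (adjusted over the list alone 6 and 13, 16 and 6, 13 and 4, 11 and 4), and no call held with an estimated correlation (adjusted p = 0.61, 0.385, 0.149 and 0.46). Fbln5, an elastic fibre protein, was 5.53-fold lower at 3 days, and Efemp1, another fibulin, 31.8-fold lower at 7 days. Of 21 basement membrane genes 5 fell at 3 days, 3 fell and 1 rose at 7 days, 1 fell at 2 weeks and 4 fell at 4 weeks (adjusted over the list alone 9 lower, 3 lower and 1 higher, 4 lower and 1 higher, 9 lower and 1 higher; adjusted p = 0.117 and 0.096 with an estimated correlation at 3 days and 4 weeks), with the laminin chain Lamb1 8.68-fold lower at 4 weeks (adjusted p = 0.00235, and 0.0546 in the fit of only the 2 groups). Vimentin (Vim), an intermediate filament protein of mesenchymal cells, stood at 1.49-fold, 1.26-fold, 0.942-fold and 1.05-fold its uninjured level, with no time passing the test (adjusted p = 0.105, 0.505, 0.955 and 1), although the replicate block gave 0.0341 at 3 days.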

Cytoskeletal- and ECM-modifying genes were also most highly induced at days 3 and 7, but then downregulated by 4 weeks after MI (Figure 10, D and F), while traditional fibroblast marker genes and ECM genes remained expressed at essentially all time points (Figure 10, E and I). However, we observed that Tcf21 and Pdgfrα were most highly expressed in quiescent fibroblasts and became downregulated with fibroblast activation (Figure 10I). 

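Tcf21, the transcription factor whose locus drives the lineage marker, had a log2 signal of 13.2 ± 0.744 (SD, n = 3) in uninjured fibroblasts and fell by 2.35 at 3 days and by 1.99 at 7 days (adjusted p = 9.6e-05 and 0.000516). At 2 weeks it fell by 1.45 (adjusted p = 0.0265), and at 4 weeks its log2 fold change of -1.09 missed the threshold (adjusted p = 0.0819). Of 28 genes of quiescent fibroblasts, Tcf21 among them, 19 fell at 3 days, 20 at 7 days, 11 at 2 weeks and 6 at 4 weeks, and none rose (adjusted over the list alone 23, 23, 16 and 16 lower, with 2 higher at 4 weeks). Other lists moved at 3 and 7 days as well: immediate early genes, which also respond to cell dissociation, and cardiomyocyte genes were lower and macrophage markers higher, so a part of other cells or of the isolation in this fall is not excluded. Unlike theirs, the calls of the quiescent list at 3 and 7 days held with an estimated correlation (adjusted p = 0.022 and 0.0166). Camera gave adjusted p = 3.3e-18 at 3 days and 1.03e-26 at 7 days, and 1.25e-11 and 3.35e-11 at 2 and 4 weeks, where it was adjusted p = 0.0573 and 0.0606 with an estimated correlation. Clec3b, a plasminogen-binding lectin, was 9.84-fold and 16.9-fold lower at 3 and 7 days, G0s2, an inhibitor of lipolysis, 16.3-fold and 17.0-fold lower, and gelsolin (Gsn), which severs actin filaments, 7.37-fold and 15.6-fold lower. For Tcf21 at 2 weeks the adjusted p was 0.115, 0.107, 0.199 and 0.21 without uninjured replicate 2 or 3 or 2-week replicate 1 or 2 and 0.19 in the fit of only the 2 groups, and at 4 weeks 0.00108 without uninjured replicate 1 and 0.0492 with the replicate block. Pdgfra was not analysed here.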

Apoptosis inhibitory genes were also induced by day 7 and onwards, perhaps providing protection of these cells in the relatively hypoxic environment of the scar (Figure 10H). 

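Faim2, which blocks Fas-mediated apoptosis, rose by 2.38 on the log2 scale against uninjured fibroblasts at 2 weeks (adjusted p = 0.00848) and was 9.60-fold higher at 4 weeks (adjusted p = 0.000425), and stood at 1.14-fold at 7 days (adjusted p = 0.921). At 3 days it was 2.70-fold lower (adjusted p = 0.0259; 0.111, 0.117, 0.0958 and 0.121 without uninjured replicate 2 or 3 or 3-day replicate 1 or 2, and 0.0663 in the fit of only the 2 groups), and at 2 weeks the adjusted p was 0.0671 and 0.124 without 2-week replicate 1 or 2. With the 4 arrays low in Uty and Kdm5d as a block, a setting chosen after the data were seen, the 2-week log2 fold change was 1.73 and the call was lost (adjusted p = 0.351). Bcl2l1, an anti-apoptotic BCL-2 family member, was 2.72-fold lower at 3 days, and its log2 fold changes of -0.75, -0.49 and 0.19 at the later times did not pass the test (adjusted p = 0.0663, 0.516 and 1; at 7 days 0.0442 with the replicate block and 0.0347 without uninjured replicate 2). The chaperone regulator Bag5 was called at no time (adjusted p = 0.0614, 0.866, 0.868 and 1; at 3 days 0.0366 with the replicate block, and 0.0245 and 0.0436 without 3-day replicate 2 or 7-day replicate 2). The BCL-2 relatives Bcl2a1b, Bcl2a1d and Bcl2a1a, which blood cells express, were 58.3-fold, 40.2-fold and 28.1-fold higher at 7 days, when 19 of 24 macrophage markers had risen. Without 7-day replicate 1 the log2 fold changes of Bcl2a1b and Bcl2a1d were 5.26 and 4.635, against 5.87 and 5.33 with it. Without 7-day replicate 2 they were 6.74 and 6.10, and that of Bcl2a1a was 5.43 against 4.81. Birc5, an inhibitor of apoptosis that also acts in mitosis, rose by 4.86 at 3 days and 2.12 at 7 days on the log2 scale. Of 29 apoptosis inhibitors 3 rose and 3 fell at 3 days, 4 and 2 at 7 days, and 1, Faim2, rose at 2 and at 4 weeks (adjusted over the list alone 6 and 5, 4 and 4, 1 and 0, 1 and 0), and camera called the list at none of these times (adjusted p = 0.59, 0.909, 0.986 and 0.365). Of 27 apoptosis inducers 4 rose at 3 days, 3 at 7 days and none at 2 or 4 weeks (the same numbers adjusted over the list alone; by limma, 3 rising and 2 falling, and 4 rising, at an unadjusted p under 0.05 at the last 2 times), led by the death receptor Tnfrsf10b at 7.27-fold at 3 days. Hypoxia and glycolysis genes had 8 of 27 higher and 3 lower at 3 days (10 and 4 adjusted over the list alone; adjusted p = 0.432 with an estimated correlation, and 0.0516 with the replicate block), 2 and 3 at 7 days, 0 and 1 at 2 weeks and 0 and 2 at 4 weeks (3 and 4, 0 and 3, and 0 and 3 adjusted over the list alone). Pgk1 and Pgam1, glycolytic enzymes, were 4.01-fold and 3.97-fold higher at 3 days, and the vasodilator peptide Adm was 3.64-fold lower. Cell senescence and p53 target genes had 3 of 27 higher and 7 lower at 3 days (3 and 8 adjusted over the list alone), 2 lower at 7 days (1 higher and 3 lower adjusted over the list alone), none called by limma at 2 weeks (2 rising and 2 falling at an unadjusted p under 0.05) and 1 lower at 4 weeks.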

Finally, we also identified a number of secreted genes that were differentially expressed (Supplemental Figure 5), but across the different “fibroblasts stages,” we did not observe a change in inflammatory pathway genes or a clustering of immune response genes (data not shown).

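Among 49 secreted growth factors and hormones 12 rose and 6 fell at 3 days, 15 and 5 at 7 days, 9 and 2 at 2 weeks and 6 and 1 at 4 weeks (adjusted over the list alone 14 and 7, 18 and 7, 19 and 3, 14 and 5). Pleiotrophin (Ptn), a heparin-binding growth factor, rose by 1.79, 4.79, 4.21 and 3.22 on the log2 scale at the 4 times. Pdgfc, a platelet-derived growth factor, was 17.2-fold and 22.6-fold higher at 3 and 7 days, the neurotrophin Bdnf 13.9-fold and 10.0-fold, and Ereg, an EGF receptor ligand, 29.7-fold higher at 3 days. The lymphatic growth factor Vegfd was 11.8-fold higher at 2 weeks and 5.77-fold at 4 weeks. Proenkephalin (Penk), a precursor of opioid peptides, was 15.8-fold and 16.5-fold lower at 3 and 7 days, and Bmp2 was 4.68-fold lower at 4 weeks. Camera called the list higher at 7 days, 2 weeks and 4 weeks (adjusted p = 4.57e-05, 3.26e-08 and 5.98e-06), but not with an estimated correlation (adjusted p = 0.165, 0.0669 and 0.117), and not at 3 days (adjusted p = 0.213).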

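Markers of macrophages rose at 7 days: of 24 measured, 19 were higher and none was lower (23 adjusted over the list alone; adjusted p = 5.24e-27, and 0.0531 with an estimated correlation). Ms4a7, a membrane protein of macrophages, went from a log2 signal of 5.73 in uninjured fibroblasts, under the background level, to 14.6 at 7 days, and lysozyme 2 (Lyz2) was 133-fold higher. The mean of the list lay 4.02, 2.38 and 3.33 above the uninjured mean on the log2 scale in the 7-day arrays. The macrophage elastase Mmp12 was 122-fold higher at 7 days (range 21.4 to 515 over 3 arrays), and its 10.9-fold level at 3 days had an adjusted p of 0.0724 (0.0465 with the replicate block, and 0.00461, 0.0457 and 0.0351 without 3-day replicate 3 or 7-day replicate 1 or 2). That 3-day log2 fold change of 3.45 became 2.85, 2.54 and 4.95 without 3-day replicate 1, 2 or 3. At 3 days 4 macrophage markers were higher (6 adjusted over the list alone; adjusted p = 0.000249, and 0.464 with an estimated correlation), and at 2 and 4 weeks limma called none (2 and 1 higher at an unadjusted p under 0.05). Camera still called the list higher at 2 weeks (adjusted p = 0.00106, and 0.511 with an estimated correlation), a call lost without 2-week replicate 1. At 4 weeks camera did not call it in the main fit (adjusted p = 0.181). It did so without 4-week replicate 1 (0.0245) and in the fit of only the 2 groups (0.0336). The call also came with the 4 arrays low in Uty and Kdm5d as a block, a setting chosen after the data were seen. Of 18 complement genes 6 were higher and 3 lower at 7 days (8 and 4 adjusted over the list alone; adjusted p = 0.0319, and 0.356 with an estimated correlation), 3 of the 6 being the C1q genes that the macrophage list also holds, C1qb by 15.0-fold, while C7 was 16.6-fold lower. At 3 days 2 complement genes rose and 5 fell (3 and 5 adjusted over the list alone), at 2 weeks 1 rose and at 4 weeks 2 rose (2 and 1, and 2 and 0). Of 15 antigen presentation genes, 5 rose at 7 days (5 adjusted over the list alone; adjusted p = 0.301 with an estimated correlation), among them the class II gene H2-DMb1 at 7.05-fold, and at 3 days 1 rose and 5 fell, the class I gene H2-T23 with a log2 fold change of -1.76; limma called none at 2 or 4 weeks (1 rising and 1 falling, and 2 rising, at an unadjusted p under 0.05). Of 37 chemokines and inflammatory cytokines 7 rose and none fell at 3 days (9 and 1 adjusted over the list alone; adjusted p = 0.432 with an estimated correlation), such as the chemokine Ccl9 at 11.7-fold and the alarmin Il33 at 11.3-fold. At the later times 5 rose and 4 fell, 1 rose and 3 fell, and 1 rose and 4 fell, with Ccl7 7.12-fold lower at 4 weeks. Interferon response genes had 1 of 32 higher and 6 lower at 3 days and 6, 2 and 3 lower afterwards (1 and 6, 1 and 7, 0 and 7, 1 and 4 adjusted over the list alone; adjusted p = 0.356, 0.36, 0.146 and 0.279 with an estimated correlation), with Irf1, a transcription factor, 7.62-fold lower and Mx2, an antiviral GTPase, lower by 2.48 on the log2 scale at 3 days. Of 23 endothelial genes 3 fell at 3 days, 2 rose and 1 fell at 7 days and 1 rose at 2 and at 4 weeks, and of 25 cardiomyocyte genes 7 fell at 3 days and 3 at 7 days (at 3 days adjusted p = 7.53e-05 and 1.61e-05, and 0.356 for both with an estimated correlation). Adjusted over the list alone 8 endothelial genes fell at 3 days, 2 rose and 2 fell at 7 days and at 2 weeks and 1 rose and 1 fell at 4 weeks, and 13 cardiomyocyte genes fell and 1 rose at 3 days, 6 fell and 1 rose at 7 days and 3 fell at 2 weeks. Camera also called cardiomyocyte genes lower at 7 days and 2 weeks (adjusted p = 0.00017 and 0.000186, and 0.396 for both with an estimated correlation) and both lists lower at 4 weeks, endothelial genes at 0.0192 and cardiomyocyte genes at 0.0325 (0.577 and 0.613 with an estimated correlation; without 4-week replicate 1 0.523 and 0.565, without uninjured replicate 2 0.223 and 0.579, without uninjured replicate 3 0.115 and 0.173, and for cardiomyocyte genes 0.0635 without 4-week replicate 2). Limma called no cardiomyocyte gene at 2 or 4 weeks (8 falling, and 2 rising and 3 falling, at an unadjusted p under 0.05). Between the 2-week arrays endothelial genes went opposite ways, camera calling them lower without 2-week replicate 1 (adjusted p = 8.28e-06) and higher without 2-week replicate 2 (adjusted p = 0.0137; 0.393 with both arrays). Neutrophil genes had 2 of 13 higher at 3 and 7 days (2 adjusted over the list alone) and none by limma at 2 or 4 weeks (0 at an unadjusted p under 0.05), and of 16 lymphocyte genes limma called none at any time (1 falling at an unadjusted p under 0.05, at 3 days). Outside the lymphocyte list, Jchain, a gene of antibody-producing cells, was 15.45-fold higher at 2 weeks and was called at no other time. Jchain was chosen after its value was seen. 

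**Figure D3:**
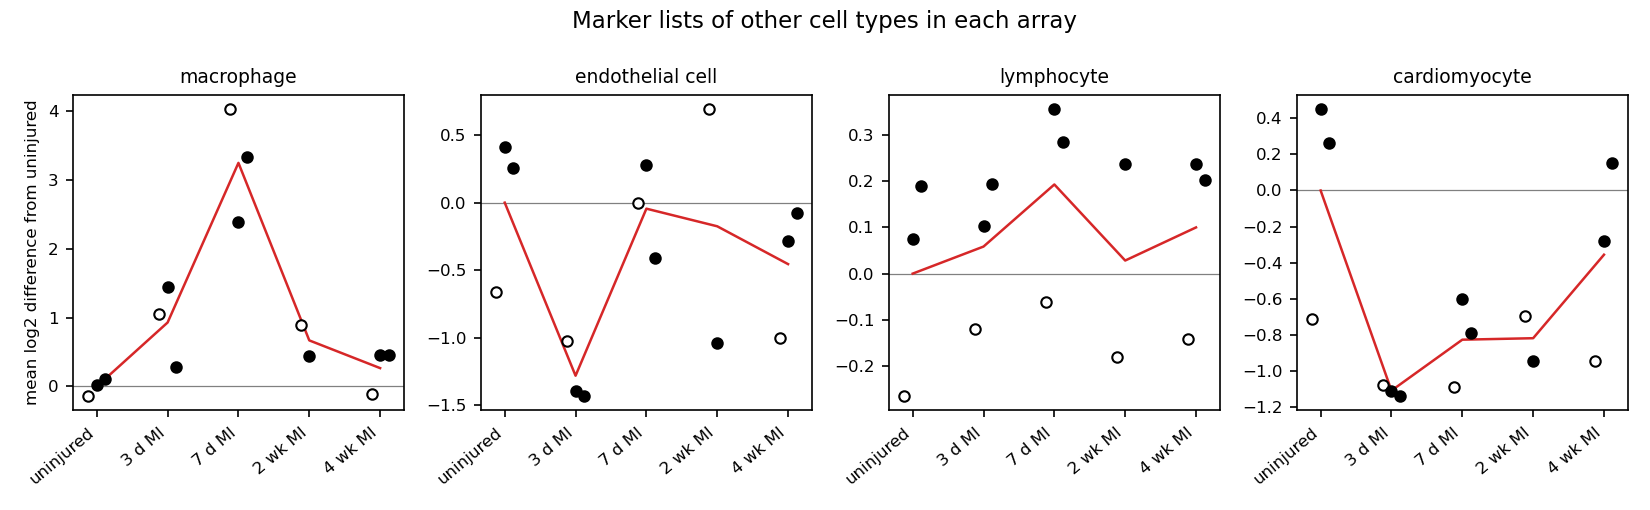
Mean log2 signal of the marker lists of macrophages, endothelial cells, lymphocytes and cardiomyocytes per array relative to the uninjured mean, by time after MI; open circles are the arrays numbered 1 and filled circles those numbered 2 and 3. Macrophage markers lie between 2.38 and 4.02 in the 7-day arrays.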

While the most gene changes were observed at 3 days after MI injury versus those in fibroblasts from the uninjured heart, bioinformatic pathway ontology analysis showed a remarkable profile of up- and downregulated genes in fibroblasts isolated from the post-MI heart at 4 weeks that appeared to represent an entirely unique differentiated state (Supplemental Table 1). 

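At 4 weeks Ddah1 stood 96.6-fold above its uninjured level and Runx1, a transcription factor, 32.7-fold. Ret was 19.2-fold lower and Col6a6 18.5-fold lower at that time (for Col6a6 adjusted p = 0.00867, and 0.105 in the fit of only the 2 groups; its log2 fold change of -4.21 was -3.05 and -4.86 without 4-week replicate 1 or 2). A group of 14 genes was lower than in uninjured fibroblasts at 3 days and higher at 4 weeks. They include Angptl7 (-3.86 and 4.27 on the log2 scale), the signalling subunit Gng8 (-2.37 and 2.82) and the receptor ligand Gas6 (-1.56 and 1.72). The reverse held for 3 genes, of which the amino acid transporter Slc38a4 (3.37 and -2.96) is the one whose calls no single array changed; Gng8 and Slc38a4 were chosen after their values were seen, Gng8 at 4 weeks had an adjusted p of 0.0032, and 0.0539 in the fit of only the 2 groups, and Gas6 at 4 weeks had an adjusted p of 0.0113, and 0.0529 without 4-week replicate 1. From 3 to 7 days 1264 genes changed, 652 rising and 612 falling (557 and 718 after array median centring), and from 7 days to 2 weeks 310, 78 rising and 232 falling. From 2 to 4 weeks limma called 5 genes (949 at an unadjusted p under 0.05), Uts2r, a urotensin receptor, and Chad rising by 2.75 and 2.69 on the log2 scale and Cthrc1, Tnc and Mir675 at -2.60, -2.95 and -4.08; in the fit of only the 2 groups none of them passed (adjusted p = 0.132, 0.221, 0.132, 0.175 and 0.132 in this order). For Chad the adjusted p of 0.0455 became 0.0531 with the replicate block and 0.104, 0.0573, 0.0817, 0.0763, 0.0665, 0.0695 and 0.0958 without uninjured replicate 2 or 3, 3-day replicate 1 or 3, 7-day replicate 2 or 4-week replicate 2 or 3, and for Tnc that of 0.0212 became 0.0558 and 0.0515 without uninjured replicate 2 or 4-week replicate 3. The replicate block gave 2391 and 842 genes for the first and second of these steps, and the first numbered 776, 824 and 645 without 3-day replicate 1 or 2 or 7-day replicate 3. Without 2-week replicate 1 or 2 the second step numbered 63 or 43 and the third 0 by limma (578 or 710 at an unadjusted p under 0.05), the second was 494 and 181 without 7-day replicate 1 or 3, and the third was 15, 3 and 3 without 4-week replicate 1, 4-week replicate 3 or uninjured replicate 2.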

Most notable among these pathway gene changes was an induction of genes underlying bone, connective tissue, cartilage, and tendon development or processing (Supplemental Table 1). 

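Tendon and ligament genes rose at 2 and 4 weeks: of 22 measured, 9 were higher and 1 lower at 2 weeks and 10 higher and none lower at 4 weeks (11 and 2 adjusted over the list alone at both), at adjusted p = 1.41e-08 and 4.42e-13 from camera. Fibromodulin (Fmod), which regulates collagen fibrils, was 49.0-fold higher at 4 weeks (adjusted p = 5.51e-05), thrombospondin 4 (Thbs4), a tendon matrix protein, 25.6-fold (adjusted p = 0.000167), and tenomodulin (Tnmd), a marker of mature tendon cells, 20.0-fold (adjusted p = 0.000141). The transcription factor Scx, which specifies tendon, was 4.32-fold higher (adjusted p = 0.00854), and Cpxm2, a carboxypeptidase-like protein, 59.8-fold (adjusted p = 0.00253). At 3 days the list pointed the other way, with 6 lower and 1 higher (9 and 3 adjusted over the list alone; adjusted p = 0.000628, and 0.084 with an estimated correlation), and at 7 days 8 were higher and 3 lower (the same numbers adjusted over the list alone; adjusted p = 0.104, and 0.0267 without 7-day replicate 2). Of 32 cartilage genes 7 rose and none fell at both 2 and 4 weeks (8 and 9 adjusted over the list alone; adjusted p = 1.41e-08 and 1.22e-09), among them Cilp, a cartilage matrix protein, at 7.10-fold at 4 weeks, and, at 4 weeks alone of these 2 times, the lubricin gene Prg4. At 7 days 8 cartilage genes rose and 2 fell (9 and 2 adjusted over the list alone; adjusted p = 0.282 with an estimated correlation), with Col11a1, a cartilage collagen chain, 67.4-fold higher, and at 3 days 2 rose and 6 fell, Sox9, the master regulator of cartilage, being 2.69-fold lower. The 23 bone and mineralization genes had none higher and 1, Bmp2, lower at both 2 and 4 weeks (1 higher and 3 lower, and 3 and 3, at an unadjusted p under 0.05 from limma; adjusted p = 0.758 and 0.952 from camera), 1 higher and 4 lower at 7 days and 1 higher and 5 lower at 3 days, where Bmp4 was 7.71-fold lower (adjusted over the list alone 1 lower at 2 and at 4 weeks, 1 higher and 4 lower at 7 days and 1 higher and 6 lower at 3 days). Of the lists' members 18 tendon, 21 cartilage and 11 bone genes lay above background in at least 1 group. 

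**Figure D4:**
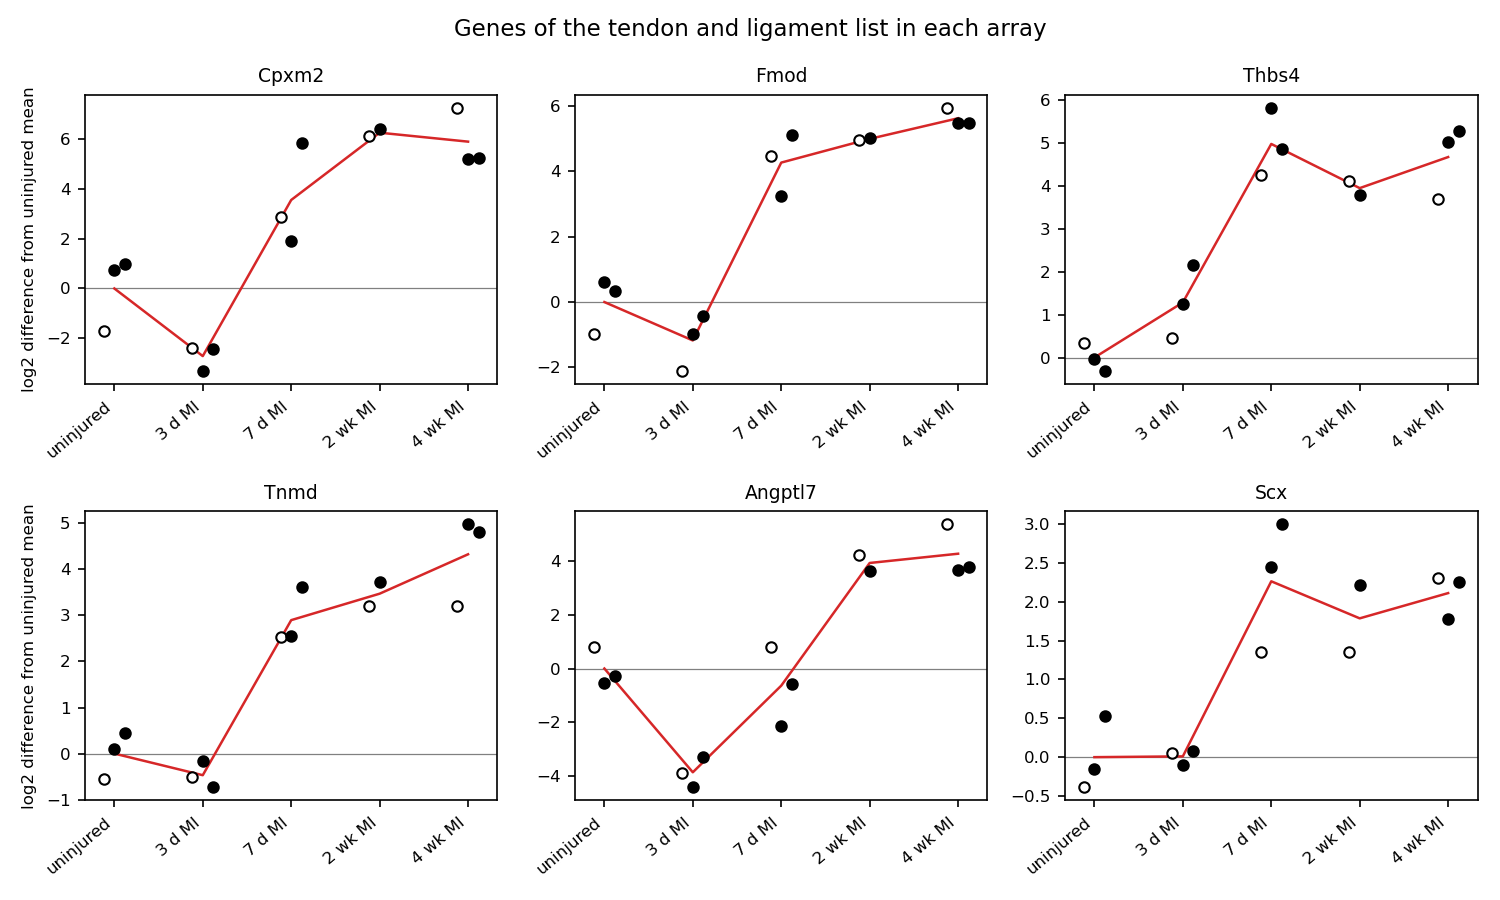
Log2 signal of 6 genes of the tendon list per array relative to the uninjured mean, by time after MI; open circles are the arrays numbered 1 and filled circles those numbered 2 and 3. Fmod, Thbs4, Tnmd, Cpxm2 and Scx are higher at 4 weeks, and Angptl7 is lower at 3 days and higher at 4 weeks.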

Selected genes from this pathway signature at 2 and 4 weeks after MI showed an induction of cartilage oligomeric matrix protein (Comp, also known as thrombospondin 5) and chondroadherin (Chad) and Cilp2 (Figure 10G). 

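Cartilage oligomeric matrix protein (Comp) rose from a log2 signal of 9.06 ± 1.02 (SD, n = 3) in uninjured fibroblasts to 15.3 ± 0.511 (SD, n = 3) at 4 weeks. It was 14.4-fold higher at 7 days, 54.0-fold at 2 weeks (adjusted p = 2.61e-05) and 73.8-fold at 4 weeks (adjusted p = 4.33e-06). Chad, which binds collagen and integrins, was 9.79-fold higher at 2 weeks (adjusted p = 0.000384) and 63.3-fold at 4 weeks (adjusted p = 9.93e-07), with a ratio of 0.785 at 7 days that did not pass the test (adjusted p = 0.773). At 3 days it fell by 3.52 on the log2 scale, and the difference between 3 days and 4 weeks was 9.50 on the log2 scale (adjusted p = 4.56e-09). Cilp2, a cartilage matrix protein, was 8.27-fold higher at 2 weeks (adjusted p = 0.00108) and 15.2-fold at 4 weeks (adjusted p = 8.54e-05), and stood at 0.809-fold and 1.57-fold at 3 and 7 days (adjusted p = 0.76 and 0.445). Every 4-week array lay above every uninjured array for each of the 3 genes, with per-array folds over the uninjured mean of 58.1 to 111 for Comp and 46.9 to 108 for Chad and of at least 8.58 for Cilp2. Comp at 3 days was 3.47-fold lower (adjusted p = 0.0141; 0.0644, 0.0728, 0.0592 and 0.0633 without uninjured replicate 2 or 3 or 3-day replicate 1 or 2).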

IHC staining confirmed the specific expression of Comp and Chad in the infarct region at 4 weeks after MI, with little to no protein expression observed at day 7 when myofibroblasts are present (Figure 11, A and B). Importantly, Comp and Chad expression were also identified in the fibrotic area of human heart samples from ischemic patients that had left ventricular (LV) assist devices placed, but not within unscarred or uninjured heart tissue (Figure 11C). Also of note, αSMA expression was not observed in vimentin^+^ cells (fibroblasts) within the mature scarred region of human hearts, although nearby vessels showed αSMA expression in vascular smooth muscle cells, presumably suggesting that myofibroblasts are also a transient cell type in the scar of the human heart (Figure 11C).

### Secondary cryoinjury and cell ablation within the scar exacerbates heart failure.

To study the potential function of matrifibrocytes, cryoinjury was applied to the infarct region 8 weeks after the initial surgical MI procedure as a means of killing these cells (Supplemental Figure 6A). Two weeks after cryoinjury, the number of *Acta2* lineage–traced matrifibrocytes was efficiently reduced, although the vascular cell content was also reduced (Supplemental Figure 6B). IHC showed that the ECM in the cryoinjured infarct region was mildly disrupted with reduced Col3 content and organization (Supplemental Figure 6B). Heart function was also significantly reduced after the cryoinjury procedure compared with that in sham controls, which remained the same as before cryoinjury (Supplemental Figure 6, C and D, *P* < 0.05). These data indirectly suggest that matrifibrocytes could have a functionally important role in maintaining the integrity of the mature scar.

## Discussion

Despite their importance in cardiac disease states, surprisingly few studies are present in the literature that interrogate the cellular dynamics and function of fibroblasts in the heart with MI injury. This is likely attributable to the fact that the field previously lacked rigorous genetic approaches to reliably identify fibroblasts and their various differentiated stages in the heart. Here, we used 3 different lineage-tracing Cre-expressing lines to definitively identify quiescent resident cardiac fibroblasts, newly activated cardiac fibroblasts, or myofibroblasts for in-depth analysis as to how these cells proliferate and differentiate in the heart following MI injury. We observed that fibroblasts and cardiomyocytes are equally killed within the ischemic region, but proliferating fibroblasts in the border zone at day 2 invade the necrotic area, where by days 3 to 4, they achieve maximal proliferation and coverage within the developing scar. The proliferation of activated fibroblasts or myofibroblasts remains high for another 2 to 3 days within the infarct region, but is dampened 1 day sooner within the border zone region. Unexpectedly, proliferation of activated fibroblasts and myofibroblasts is almost entirely extinguished by 7 days after MI injury, which is consistent with a very recent report (38), although dynamic remodeling of the scar area with increased collagen complexity continues through week 2. Remarkably, mechanical stress itself robustly induces the differentiation of quiescent fibroblasts into αSMA-expressing myofibroblasts (39). However, the stiffness and mechanical tension properties of the infarct scar gradually increase after MI (40), despite the fact that the myofibroblast differentiated state is rapidly lost by days 7 to 10 in this region.

Another interesting observation is that myofibroblasts with abundant αSMA expression proliferate (days 3 to 6), which is consistent with a previous report on the infarcted heart (21). However, previous studies suggested that myofibroblasts within the stabilized infarct scar were cleared by apoptosis (41, 42), although we observed that lineage-traced fibroblasts (*Tcf21*-MCM), activated fibroblasts (*Postn*-MCM), and myofibroblasts (*Acta2*-CreERT2) persist within the scar long term and are highly resistant to apoptosis. The discordance is likely because the approaches by Takemura et al. and Zhao et al. (41, 42) were not based on lineage tracing and because loss of αSMA expression might have been incorrectly interpreted as cell loss. Finally, we observed that fibroblast proliferation resulted in an approximate 3.5-fold total expansion of these cells within the infarction area compared with the uninjured heart and that this enhanced cell content was maintained long term within the scar without cell turnover.

Another interesting observation of the current study is that αSMA expression is limited to the first 7 to 10 days of MI injury within myofibroblasts, indicating that this differentiated state is rather transient in the scar area. Myofibroblasts with αSMA expression have been shown to underlie tissue regeneration in the lung and skin, and αSMA expression decreases as the regeneration process is completed (9, 43, 44). We have previously shown that deletion of activated fibroblasts from the infarcted mouse heart using *Postn^MCM/+^*;*R26DTA* alleles resulted in much greater lethality due to ventricular wall rupture, indicating that activated fibroblasts and myofibroblasts are required for acute ventricular wall healing (23). Even mice with deletion of the *Postn* gene, which is needed for collagen maturation (34), exhibit a heart significantly more susceptible to ventricular wall rupture in the first week after MI injury (37, 45). Thus, activated fibroblasts and myofibroblasts are critical players in cardiac wound healing after MI injury.

We previously showed that myofibroblasts in the heart can dedifferentiate and revert back to an “uninjured” state after a cardiac stress response resolves, such as with Ang II/PE agonist infusion and then its removal (23). A similar response is also observed in regenerative tissues such as lung, in which an injury is fully resolved and fibrosis typically reverts back to preinjury status (9). In comparison, MI injury requires the persistence of a stable star because the adult mammalian heart is not significantly regenerative. This stable scar environment houses the more highly differentiated fibroblast stage referred to here as the matrifibrocyte (Figure 7). These cells share some gene signatures with chondrocytes and osteoblasts, which are adapted to highly collagenous environments and for building and maintaining cartilage and bone ECM (46–48). However, extensive biologic pathway analysis of the 5,000 differentially expressed and clustered genes suggests that these cells are entirely unique and are not chondrocytes, osteoblasts, osteoclasts, tendon cells, or myofibroblasts, although they are most closely related to quiescent fibroblasts (Supplemental Table 1, and see Figure 9, A and B). 

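Between the myofibroblast stage at 7 days and 4 weeks, 849 genes changed, 306 rising and 543 falling. Quiescent fibroblast genes rose over this interval, 13 of 28 with none falling (17 adjusted over the list alone; adjusted p = 4.62e-19), gelsolin by 3.47 and the complement component C7 by 3.64 on the log2 scale. Immediate early genes, which also respond to cell dissociation, were also higher, 1 of 30 with none lower (6 adjusted over the list alone and 11 at an unadjusted p under 0.05; adjusted p = 2.27e-05, and 0.398 with an estimated correlation). Contractile genes fell, 12 of 29 with none rising (18 adjusted over the list alone; adjusted p = 5.5e-14), Acta2 6.22-fold and Tpm2, a tropomyosin, 6.79-fold lower (for Acta2 the adjusted p was 0.0693, 0.0714, 0.0846 and 0.0652 without 7-day replicate 2 or 3 or 4-week replicate 2 or 3). Fibrillar collagens fell in 8 of 18 cases (11 adjusted over the list alone; adjusted p = 1.39e-11) and crosslinking genes in 10 of 22 with 1 rising (13 and 1 adjusted over the list alone; adjusted p = 4.58e-10), with P4ha3 19.7-fold lower. Tendon genes rose over this interval, 7 of 22 with none falling (11 and 1 adjusted over the list alone, camera's adjusted p = 4.23e-06), led by Angptl7 at 30.0-fold. Against uninjured fibroblasts camera had not called the list at 7 days. Vit and Cytl1 were 43.6-fold and 92.2-fold higher at 4 weeks than at 7 days. For Vit this was a return to a log2 signal of 13.67, near the 13.98 of uninjured fibroblasts. Cytl1 was also lower at 7 days than in uninjured fibroblasts, so part of its rise was a return as well. Its log2 signal was 13.7 in uninjured fibroblasts and 16.23 at 4 weeks. Cartilage genes had 4 of 32 higher and 2 lower (9 and 4 adjusted over the list alone; adjusted p = 0.24 with an estimated correlation, and 0.092 with the replicate block), with Chad 80.7-fold higher. Osteoclast genes, a phagocyte set, had 3 of 12 higher at 7 days (4 adjusted over the list alone; adjusted p = 0.208 with an estimated correlation), tartrate-resistant phosphatase Acp5, cathepsin K (Ctsk) and Mmp9, at the time when macrophage markers had risen, and 1, Ctsk, higher at 2 and at 4 weeks. From 7 days to 4 weeks 17 of 24 macrophage markers fell (20 adjusted over the list alone; adjusted p = 1.13e-30), among them Ms4a7, 211-fold lower. The replicate block gave 1558 genes for this interval, and it numbered 485, 533, 537 and 521 without 4-week replicate 2 or 3 or 7-day replicate 2 or 3.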

The expression of ECM and ECM-modifying genes, including some genes typically observed in tendon, bone, and cartilage, suggests that matrifibrocytes within the scar are more highly specialized for this environment. Matrifibrocytes within the scar also resist new rounds of proliferation when challenged with Ang II/PE, yet fibroblasts in the uninjured regions of the heart show abundant proliferation.

To fully explore the functional role of these cells, we first attempted to selectively kill them using a *Rosa26-loxP-DTR-loxP* approach in conjunction with the *Postn^MCM^* allele. Using these alleles, expression of the human diphtheria toxin receptor was induced on all activated fibroblasts, which we later attempted to kill coincident with infusion of diphtheria toxin. Importantly the mouse is normally resistant to diphtheria toxin unless the human receptor is expressed (49). However, for unknown technical reasons, this system was not effective in killing matrifibrocytes in the scar (data not shown); hence, the less specific cryoinfarction model was necessary. This later model did effectively kill matrifibrocytes in the scar and was suggestive of a potential important functional role for these cells in maintaining the integrity of the mature scar, although vascular cells in the scar were also killed by this procedure and could have also contributed to the reductions in scar integrity. Finally, the human scar also appears to contain matrifibrocytes based on loss of αSMA expression in vimentin^+^ cells and attainment of Chad and Comp expression, suggesting that these cells warrant further mechanistic investigation as another potential strategy for positively affecting post-MI scar formation and long-term scar remodeling with heart failure.

## Methods

### Human samples.

Human myocardial LV free wall tissue was obtained from patients of ischemic etiology (*n* = 3) during LV assist device implantation. Nonfailing LV free wall tissue was obtained from donors deemed unsuitable for transplant with no cardiac dysfunction. Tissue was freshly obtained and embedded in OCT compound and frozen for cryosectioning.

### Mice.

Mouse lines used in this study were as follows: *Postn*-MerCreMer (23), *Tcf21*-MerCreMer (26), *Acta2*-CreERT2 (29), *Postn-*LacZ (Jackson Laboratories, stock no. 024186), and FVB.Cg-*Gt(ROSA)26Sortm1(CAG-EGFP)Glh*/J (50). *Postn*-MerCreMer mice, *Tcf21*-MerCreMer mice, and *Acta2*-CreERT2 mice were crossbred with FVB.Cg-*Gt(ROSA)26Sortm1(CAG-EGFP)Glh*/J mice to obtain *Tcf21^MCM/+^*;*R26^EGFP^* mice, *Postn^MCM/+^*;*R26^EGFP^* mice, and *Acta2^CreERT2^*;*R26^EGFP^* mice, respectively. *Tcf21^MCM/+^*;*R26^EGFP^* mice were crossbred with *Postn-*LacZ mice to obtain *Tcf21^MCM/+^*;*R26^EGFP^*;*Postn^LacZ/+^* mice.

### Antibodies and biologics.

Antibodies against EGFP (catalog ab13970 and ab290), β-galactosidase (catalog ab9361), Col1 (catalog ab34710), vimentin (catalog ab45939), and Col3 (catalog ab7778) were purchased from Abcam. Anti-αSMA antibody (catalog A2547), anti-Chad antibody (catalog HPA018241), Ang II (catalog A9525), and PE hydrochloride (catalog P6126) were purchased from Sigma-Aldrich. Anti-Ki67 antibody (catalog 9129S) was purchased from Cell Signaling Technology. Anti-periostin antibody (catalog NBP1-30042) was purchased from Novus Biologicals. Anti-CD45 antibody (catalog 14-0451-82) was purchased from eBioscience. Anti-CD31 antibody (catalog 553370) was purchased from BD Bioscience. Anti-Comp antibody (catalog 13641-1-ap) was purchase from ProteinTech. Goat anti-mouse IgG2a Alexa Fluor 568 (catalog A-21134), goat anti-chicken Alexa Fluor 488 (catalog A-11039), goat anti-chicken Alexa Fluor 568 (catalog A-11041), goat anti-rabbit Alexa Fluor 488 (catalog A-11008), and goat anti-rabbit Alexa Fluor 568 (catalog A-11036) secondary antibodies were purchased from Life Technologies. TGF-β (catalog 101-b1-010) was purchased from R&D Systems. EdU (catalog sc-284628A) was purchased from Santa Cruz Biotechnology Inc. Collagenase D (catalog 11088866001) and Dispase II (catalog 10165859001) were purchased from Roche Diagnostics.

### Animal procedures.

To induce activity of the MerCreMer or the CreERT2 protein, mice were fed a diet containing 400 mg/kg tamoxifen citrate (Envigo, TD.55125) or were treated with tamoxifen (MilliporeSigma, T5648) dissolved in corn oil through i.p. injections at a dosage of 75 mg/kg body weight/d. The duration of treatment is indicated within Figure 1, A and F; Figure 3, A and C; Figure 4B; Figure 5A; and Figure 8C. MI was induced in mice via permanent surgical ligation of the left coronary artery (51). Briefly, mice were anesthetized using isoflurane and a left lateral thoracotomy was performed. The left coronary artery was identified and ligated just below the left atrium. For Ang II/PE treatment, micro-osmotic pumps (Azlet, model 1002) were inserted s.c., delivering a combination of 1.5 μg/g/d Ang II (MilliporeSigma, A9525) and 50 μg/g/d PE hydrochloride (MilliporeSigma, P6126). Cryoinjury was induced in mice via applying a liquid nitrogen–cooled metal probe (3 mm × 3 mm) to the surgically exposed prior infarct region of the heart for 3 seconds. For LOX inhibition studies, mice were treated with BAPN through i.p. injection at a dosage of 500 mg/kg body weight/d from 1 day before MI to day 14 after MI. Mice treated with PBS were used as vehicle control. Echocardiography was performed in M-mode using a Hewlett Packard SONOS 5500 instrument equipped with a 15 MHz transducer as described previously (52). For pain management related to surgical procedures, mice were given a single postoperative dosage of buprenorphrine-sustained release formula (3.25 mg/kg body weight) by s.c. injection at 0.05 to 0.1 mg/kg.

### EdU in vivo fibroblast proliferation assay.

Mice were treated with EdU at a dosage of 50 mg/kg body weight through i.p. injections. Four hours after EdU injections, mice were sacrificed and heart samples were collected. EdU detection was carried out after IHC staining using the Click-iT Plus Alexa Fluor 647 Picolyl Azide Toolkit (C10643) from Thermo Fisher Scientific.

### FACS.

Heart tissue was digested as previously described, with modifications (53). Briefly, heart tissue was minced and digested in DMEM containing 0.75 U/ml collagenase D (Roche, 11088866001), 1.0 U/ml Dispase II (Roche, 10165859001), and 1 mM CaCl_2_ at 37°C for 40 minutes. The slurry was then passed through a 100 μm cell strainer and then a 40 μm cell strainer. Cells were collected by centrifugation at 350 *g* for 10 minutes. The cell pellet was then resuspended in PBS. *Tcf21* lineage–traced EGFP^+^ cardiac fibroblasts were sorted on FACSaria II (BD Biosciences). Gates were made based on WT EGFP^–^ control. Sorted EGFP^+^ cardiac fibroblasts were used for RNA analysis. For FACS involving αSMA and EdU staining, heart tissue was removed from mice 4 hours after EdU injection and digested and sorted as described above. Sorted EGFP^+^ cardiac fibroblasts were fixed in 100% ice-cold methanol for 30 minutes, rinsed in PBS, and blocked in PBS with 1% BSA for 20 minutes at room temperature. EdU staining was performed using Click-iT Plus Alexa Fluor 647 Picolyl Azide Toolkit (C10643) from Thermo Fisher Scientific, which was followed by incubation with anti-αSMA eFluor 570 (eBioscience 41-9760-82, 1:50) for 1 hour at room temperature. Cells were then rinsed in PBS and analyzed on FACSCanto (BD Biosciences). Undifferentiated NIH 3T3 cells and *Tcf21* lineage–traced EGFP^+^ cardiac fibroblasts sorted from uninjured hearts were processed at the same time and were used as negative control for gating.

### Cell culture.

FACS-sorted *Tcf21* lineage–traced fibroblasts were resuspended in growth medium composed of DMEM with 10% bovine growth serum and 1% of an antibiotic mixture containing 10,000 U/ml penicillin, 10 mg/ml streptomycin, and 25 μg/ml amphotericin B. Resuspended fibroblasts were seeded on 8-chamber slides at a density of 5 × 10^3^ cells/well. Cells were grown at 37°C with 5% CO_2_. For EdU-based proliferation assay, cells were cultured in the same growth medium supplemented with 10 μM EdU for 6 hours and with or without TGF-β stimulation (10 ng/ml) starting at 60 hours after cell isolation. For induction of myofibroblast differentiation, *Tcf21* lineage–traced fibroblasts were cultured in the same growth medium supplement with TGF-β (10 ng/ml) for 48 hours.

### Affymetrix microarray and bioinformatics.

Total RNA was extracted from 50,000 FACS-sorted *Tcf21* lineage–traced fibroblasts using the miRNeasy Micro Kit (217084, QIAGEN). Microarray analysis was carried out via the Gene Expression Core Facility (CCHMC) using the Affymetrix Clariom S platform. Differential gene expression between samples was determined via bioinformatics analyses of resultant data (CEL files) using the Transcriptome Analysis Console (Applied Biosystems; ver. 4.0.0.25), the Clariom_S_Mouse TAC Configuration file (ver. 1), and the iPathwayGuide (Advaita Bioinformatics). All original microarray data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE111059).

### Immunocytochemical staining.

FACS-sorted *Tcf21* lineage–traced fibroblasts grown on multiple-chamber slides were fixed in 4% PFA for 10 minutes, rinsed 3 times in TBS with 0.1% Triton X-100, incubated in blocking buffer (TBS, 0.1% Triton X-100, and 3% BSA), and then incubated with primary antibodies diluted in blocking buffer at 4°C overnight. Cells were then rinsed in TBS with 0.1% Triton X-100 3 times and stained with corresponding secondary antibodies diluted in blocking buffer for 1 hour at room temperature. Stained slides were then rinsed and mounted in a mounting medium containing DAPI (Vector Laboratories). Images were taken using an inverted Nikon A1R confocal microscope using NIS Elements AR 4.13 software. Primary antibodies and dilutions used in immunocytochemical staining (ICC) included anti-EGFP antibody (Abcam ab13970, 1:200) and anti-αSMA antibody (MilliporeSigma A2547, 1:200). Secondary antibodies and dilutions used in ICC included goat anti-mouse IgG2a Alexa Fluor 568 (Life Technologies A-21134, 1:500) and goat anti-chicken Alexa Fluor 488 (Life Technologies A-11039, 1:500).

### IHC staining.

Mouse heart samples were fixed in 4% paraformaldehyde for 3.5 hours, rinsed in PBS for 30 minutes, and immersed in PBS containing 30% sucrose overnight at 4°C before being embedded in OCT (Tissue-Tek) for cryosectioning. Human heart samples were from LV free wall plugs excised during LV assist device implantation or at the time of cardiac transplantation. Excised tissue was immediately embedded in OCT and frozen for cryosectioning. Sections of fresh-frozen tissue were fixed in 4% paraformaldehyde for 5 minutes at room temperature before being processed for staining. Sections (7 μm thick) were incubated in blocking buffer containing TBS, 5% goat serum, and 0.2% Triton X-100 for 2 hours. For IHC employing anti-αSMA antibody (MilliporeSigma, A2547, 1:200), anti-periostin antibody (Novus, NBP1-300421, 1:200), anti-vimentin (Abcam, ab45939, 1:200), or anti-Ki67 antibody (Cell Signaling Technology, 9129S, 1:200) antigen retrieval was performed by heating sections in citrate buffer (pH 6.0) for 20 minutes before blocking. Blocked sections were incubated in primary antibodies diluted in blocking buffer overnight at 4°C, rinsed 3 times in TBS containing 0.2% Triton X-100, and then incubated in appropriate fluorophore-conjugated secondary antibodies diluted in blocking buffer for 1 hour at room temperature. Sections were then rinsed 3 times in TBS containing 0.2% Triton X-100 and mounted in a mounting medium containing DAPI. Images were captured using an inverted Nikon A1R confocal microscope using NIS Elements AR 4.13 software. Additional primary antibodies and dilutions used in IHC included the following: anti-EGFP (Abcam, ab290, 1:200), anti–β-galactosidase (Abcam, ab9361, 1:200), anti-Col1 (Abcam, ab34710, 1:200), anti-Col3 (Abcam, ab7778, 1:200), anti-CD45 (eBioscience, 14-0451-82, 1:50), anti-CD31 (BD Bioscience, 553370, 1:100), anti-Chad antibody (MilliporeSigma, HPA018241, 1:100), and anti-Comp antibody (ProteinTech, 13641-1-ap, 1:100). Secondary antibodies were used at 1:500 dilution in IHC. These included goat anti-mouse IgG2a Alexa Fluor 568 (Life Technologies, A-21134), goat anti-chicken Alexa Fluor 488 (Life Technologies, A-11039), goat anti-chicken Alexa Fluor 568 (Life Technologies, A-11041), goat anti-rabbit Alexa Fluor 488 (Life Technologies, A-11008), and goat anti-rabbit Alexa Fluor 568 (Life Technologies, A-11036).

### Identification and quantification of cardiac fibroblasts in IHC staining.

Longitudinal sections containing the core infarct regions were used for IHC staining and quantification analysis. EGFP^+^ cells with nuclei identified by DAPI staining were counted as lineage-traced cardiac fibroblasts and were included in the analysis. For each heart sample, the total number of cardiac fibroblasts on 4 randomly selected microscopic fields of each of 3 stained sections at various depths representing the entire infarct region was counted (4 fields per section, 3 sections per heart). The data from 3 independent sections for each biological sample were averaged for comparison. Mice were randomly assigned to experimental groups. Experiments were performed in a blinded manner where possible.

### Picrosirius red staining.

Picrosirius red staining was carried out as previously described (54). Briefly, longitudinal heart sections were collected from frozen samples and incubated in Bouin’s fixative (Electron Microscopy Sciences, 26367-01) for 1 hour at 55°C and then stained with Picrosirius red (Electron Microscopy Science, 26357-02) for 1 hour at room temperature. Sections were subsequently dehydrated and cleared with xylene. Pictures were captured in bright-field mode or under polarized light to capture the birefringence of collagen fibers using an Olympus light microscope.

### Statistics.

All data are expressed as mean ± SEM unless otherwise stated. Data were analyzed using GraphPad Prism 7 (GraphPad Software, Inc.). One-way ANOVA with post hoc Tukey’s test was used to determine the significance of difference when more than 2 groups were compared. Two-tailed *t* test was used to determine significance of differences among means when only 2 groups were compared. *P* < 0.05 was considered significant.

### Study approval.

All experiments involving mice were approved by the IACUC at CCHMC (approval number IACUC 2016-0069). Experimentation with human tissue was performed in accordance with NIH and HIPAA guidelines under an approved Institutional Review Board protocol (2013-1386 of CCHMC to Burns Blaxall). Patients gave informed consent.

## Author contributions

JDM and XF conceived and designed the study. Experiments were performed by XF, OK, HK, RJV, JGB, BDM, and MAS. VP performed bioinformatics analysis. BCB and IVA provided human heart samples. JDM and XF wrote the manuscript with input from all authors.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
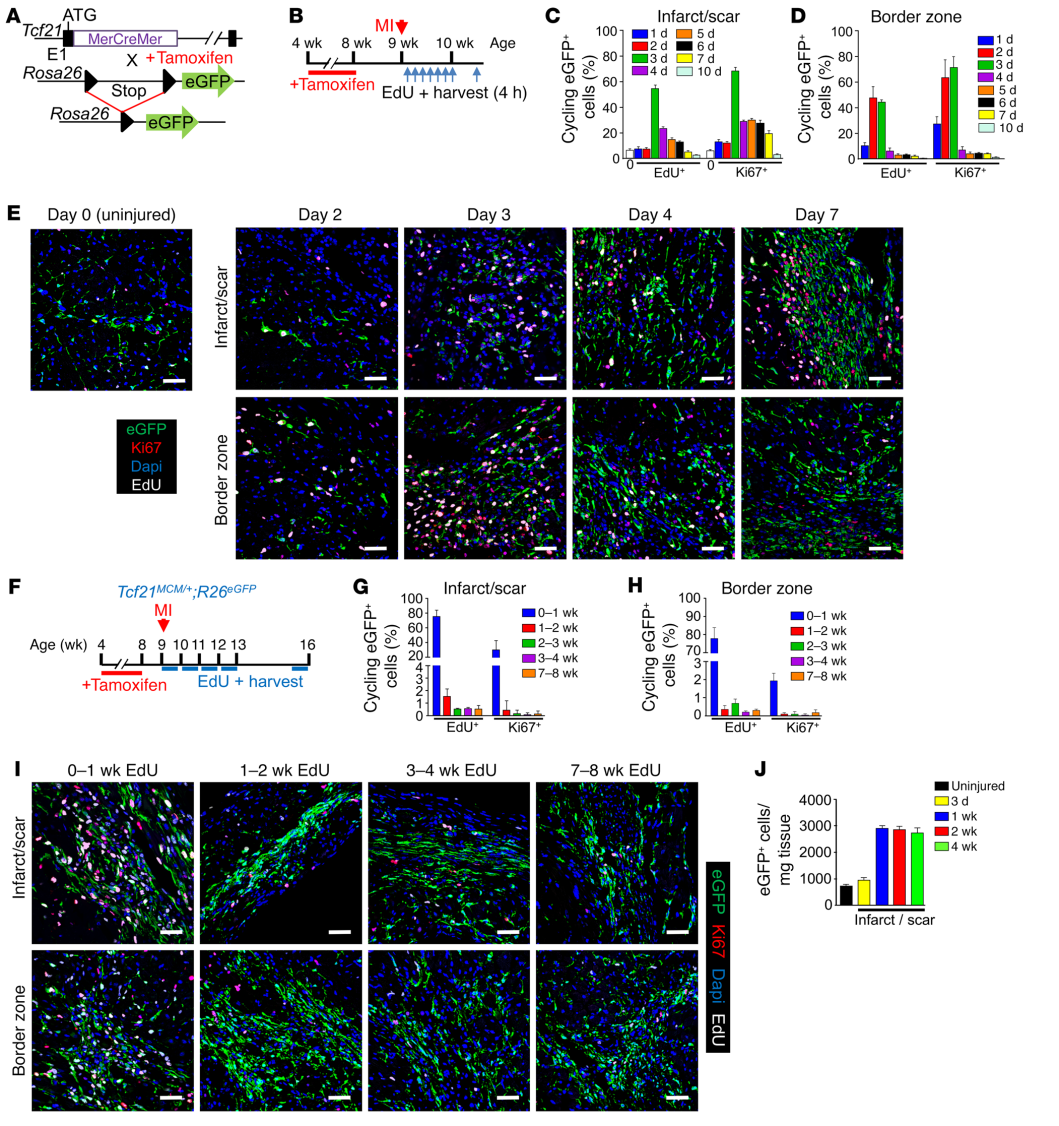
Proliferation of *Tcf21* lineage–traced fibroblasts after MI. (**A**) Schematic of the *Tcf21* genetic locus with a tamoxifen-regulated MerCreMer cDNA cassette inserted into exon 1 (E1).The MerCreMer-containing *Tcf21* locus was introduced into *R26^EGFP^* mice containing a loxP site–flanked stop cassette upstream of *EGFP* to allow for Cre-dependent lineage tracing. (**B**) Experimental scheme whereby *Tcf21^MCM/+^*;*R26^EGFP^* mice were given tamoxifen for 4 weeks and rested for 1 week before MI surgery. Mice were treated with a single EdU injection at the indicated time points after MI, and hearts were harvested 4 hours after each EdU injection for IHC analysis. (**C**–**E**) Quantification of EdU^+^ (white) and Ki67^+^ (red) *Tcf21* lineage–traced (EGFP^+^) fibroblasts (green) in infarct region (**C**) and border zone (**D**) after a single EdU injection at the indicated time points after MI by IHC and representative IHC images. The white bar in **C** represents a 0 time point. (**E**) Nuclei are shown with DAPI (blue); these same images are shown in Supplemental Figure 1C in a larger temporal array. (**F**) Experimental scheme of tamoxifen treatment of *Tcf21^MCM/+^*;*R26^EGFP^* mice before MI surgery and 7 daily EdU injections during indicated time periods after MI. Hearts were harvested 4 hours after the last EdU injection for IHC analysis. (**G**–**I**) Quantification of EdU^+^ (white) and Ki67^+^ (red) *Tcf21* lineage–traced fibroblasts (green) in the infarct region (**G**) and border zone (**H**) after 7 daily EdU injections during the indicated time periods after MI by IHC and representative IHC images (**I**). Nuclei are shown with DAPI (blue). (**J**) Quantification of *Tcf21* lineage–traced fibroblasts in the infarct region at the indicated time points by FACS. Density of cells is presented as the number of cells per mg of infarct tissue. (**C**, **D**, **G**, **H**, and **J**) Data are shown as mean ± SD (*n* = 3). **E** and **I** show representative images from 3 separate hearts analyzed. Scale bars: 20 μm.

**Figure 2:**
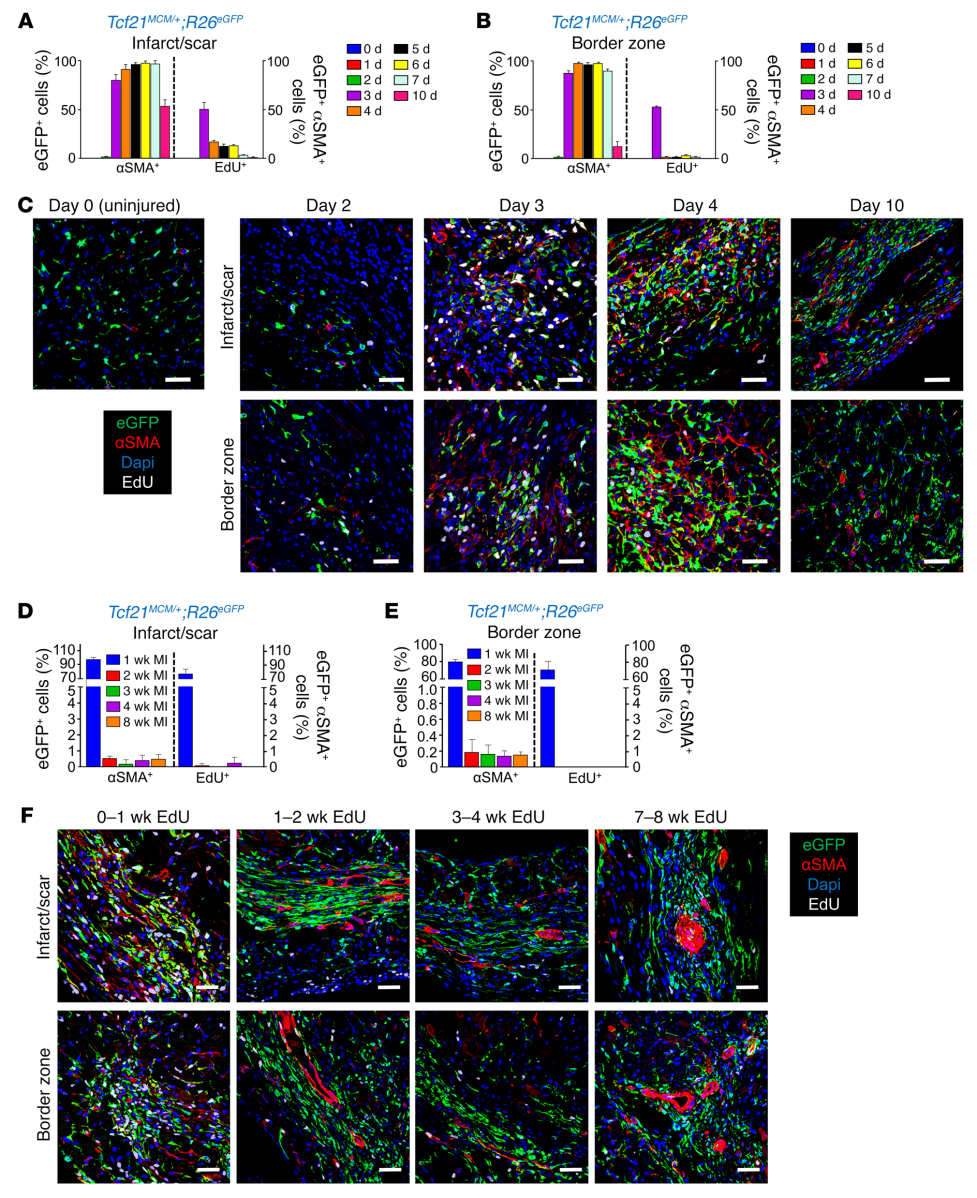
Differentiation of *Tcf21* lineage–traced fibroblasts into myofibroblasts after MI. (**A** and **B**) Quantification of αSMA^+^ and EdU^+^ *Tcf21* lineage–traced fibroblasts in the MI region (**A**) and border zone (**B**) after a single EdU injection at the indicated time points after MI by IHC. (**C**) Representative IHC images showing αSMA^+^ (red) and EdU^+^ (white) *Tcf21* lineage–traced (EGFP^+^) fibroblasts quantified in **A** and **B**. Nuclei are shown with DAPI (blue). These same images from **C** are shown in Supplemental Figure 1D in a larger temporal array. (**D**–**F**) Quantification of αSMA^+^ (red) and EdU^+^ (white) *Tcf21* lineage–traced fibroblasts in the MI region (**D**) and border zone (**E**) after 7 daily EdU injections during the indicated time periods after MI by IHC and representative IHC images (**F**). Nuclei are shown with DAPI (blue). (**A**, **B**, **D** and **E**) Data are shown as mean ± SD (*n* = 3). **C** and **F** show representative images from 3 separate hearts analyzed. Scale bars: 20 μm.

**Figure 3:**
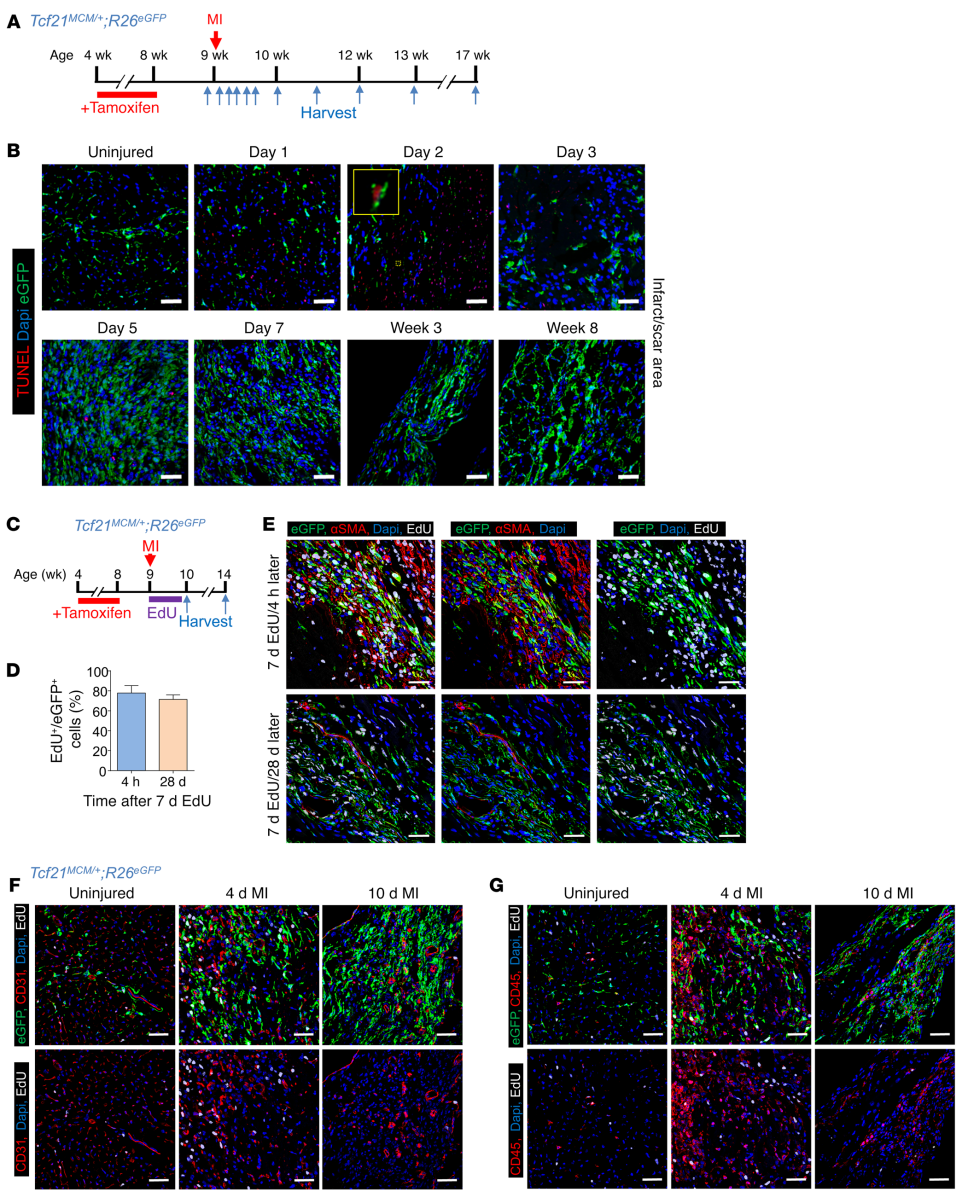
Apoptosis and turnover of *Tcf21* lineage–traced fibroblasts after MI. (**A**) Experimental scheme of tamoxifen treatment of *Tcf21^MCM/+^*;*R26^EGFP^* mice before MI. Hearts were harvested at the indicated time points after MI for TUNEL staining. (**B**) Representative TUNEL staining (red) images from 3 separate hearts analyzed showing apoptotic *Tcf21* lineage–traced (EGFP^+^) fibroblasts after MI. Nuclei are shown with DAPI (blue). The inset shows a higher magnification (×8) image of a TUNEL^+^ EGFP^+^ cell. (**C**) Experimental scheme of tamoxifen treatment of *Tcf21^MCM/+^*;*R26^EGFP^* mice before MI followed by 7 daily EdU injections during the first week after MI. Hearts were then harvested 4 hours and 28 days after the last EdU injection for IHC analysis. (**D** and **E**) Quantification (**D**) of EdU^+^ (white) *Tcf21* lineage–traced (EGFP^+^) fibroblasts in the infarcted area at 4 hours and 28 days after the last injection of 7 daily EdU injections. (**E**) Nuclei are shown with DAPI (blue), and αSMA (red) was stained to show myofibroblast identity. Data are shown as mean ± SD (*n* = 3 hearts analyzed). Two-tailed *t* test showed no significance. For **E**, representative IHC images are shown from 3 separate hearts analyzed. (**F**) Representative IHC images from 3 separate hearts analyzed showing EdU^+^ (white) CD31^+^ endothelial cells (red) versus *Tcf21* lineage–traced fibroblasts (EGFP^+^) in hearts before MI and within infarct region at day 4 and day 10 after MI 4 hours after a single EdU injection. (**G**) Representative IHC images from 3 hearts analyzed showing EdU^+^ (white) CD45^+^ leukocytes (red) versus *Tcf21* lineage–traced fibroblasts (EGFP^+^) in hearts before MI and within infarct region at day 4 and day 10 after MI 4 hours after a single EdU injection. Scale bars: 20 μm.

**Figure 4:**
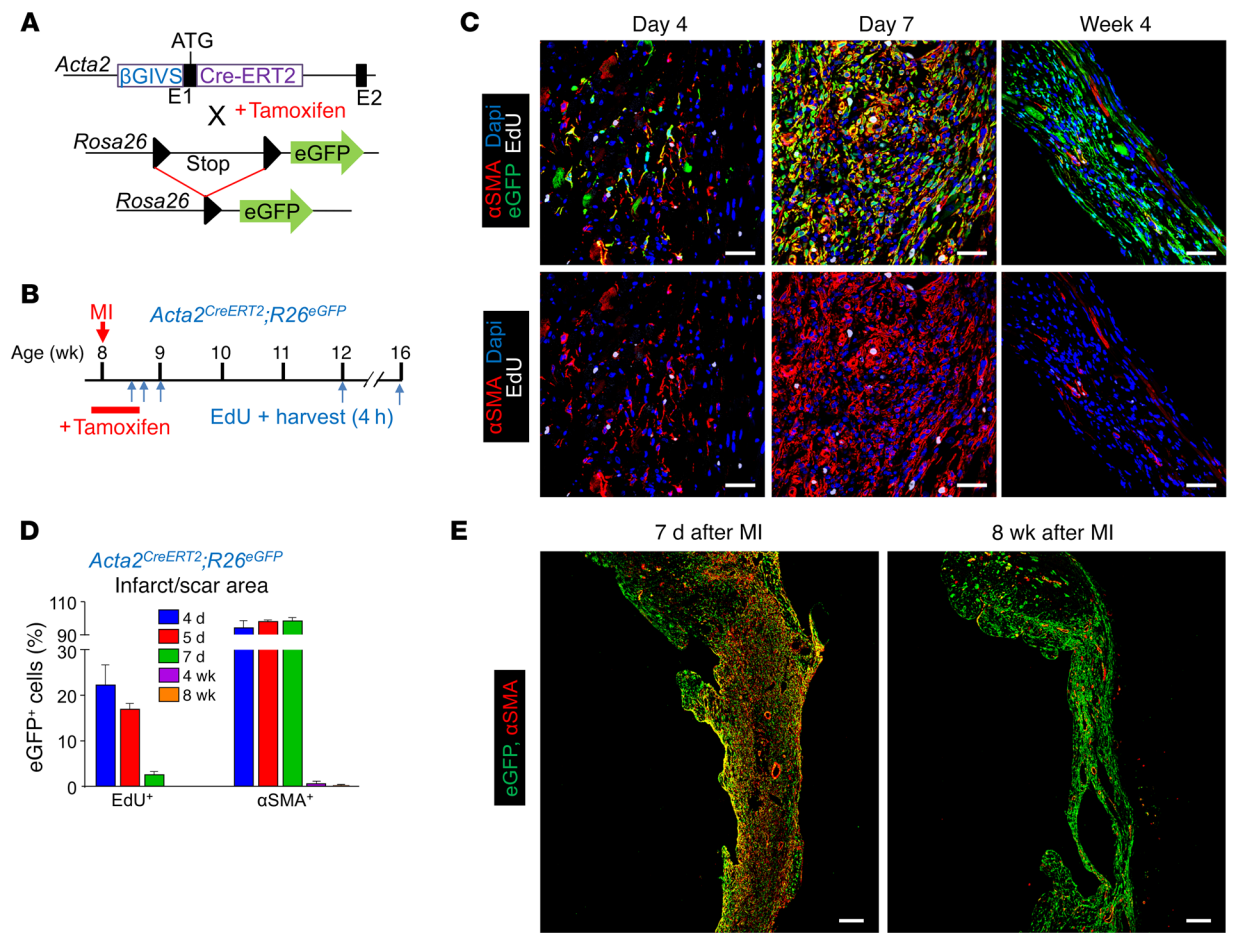
Lineage tracing of myofibroblasts in *Acta2^CreERT2^*;*R26^EGFP^* mice. (**A**) Schematic of the *Acta2* BAC with a tamoxifen-regulated CreERT2 cDNA cassette inserted into exon 1, and mice containing this transgene were crossed with *R26^EGFP^* reporter mice containing a loxP site–flanked stop cassette upstream of EGFP to allow for Cre-dependent lineage tracing. (**B**) Experimental scheme whereby *Acta2^CreERT2^*;*R26^EGFP^* mice were given tamoxifen through daily i.p. injections from day –1 to day 4 after MI. Mice were treated with a single EdU injection at the indicated time points after MI, and hearts were harvested 4 hours afterward for IHC analysis. (**C** and **D**) Representative IHC images from 3 hearts analyzed showing αSMA protein (red) and EdU^+^ (white) in αSMA lineage–traced (EGFP^+^) fibroblasts in the infarct region after a single EdU injection at the indicated time points after MI (**C**) and quantification (**D**). Nuclei are shown with DAPI (blue). Data are shown as mean ± SD (*n* = 3). Scale bars: 20 μm. (**E**) Representative IHC images from 3 separate hearts analyzed showing αSMA lineage–traced (EGFP^+^) fibroblasts and expression of αSMA protein (red) in the infarct region and border zone at 7 days and 8 weeks after MI. Nuclei are shown with DAPI (blue). Scale bars: 200 μm.

**Figure 5:**
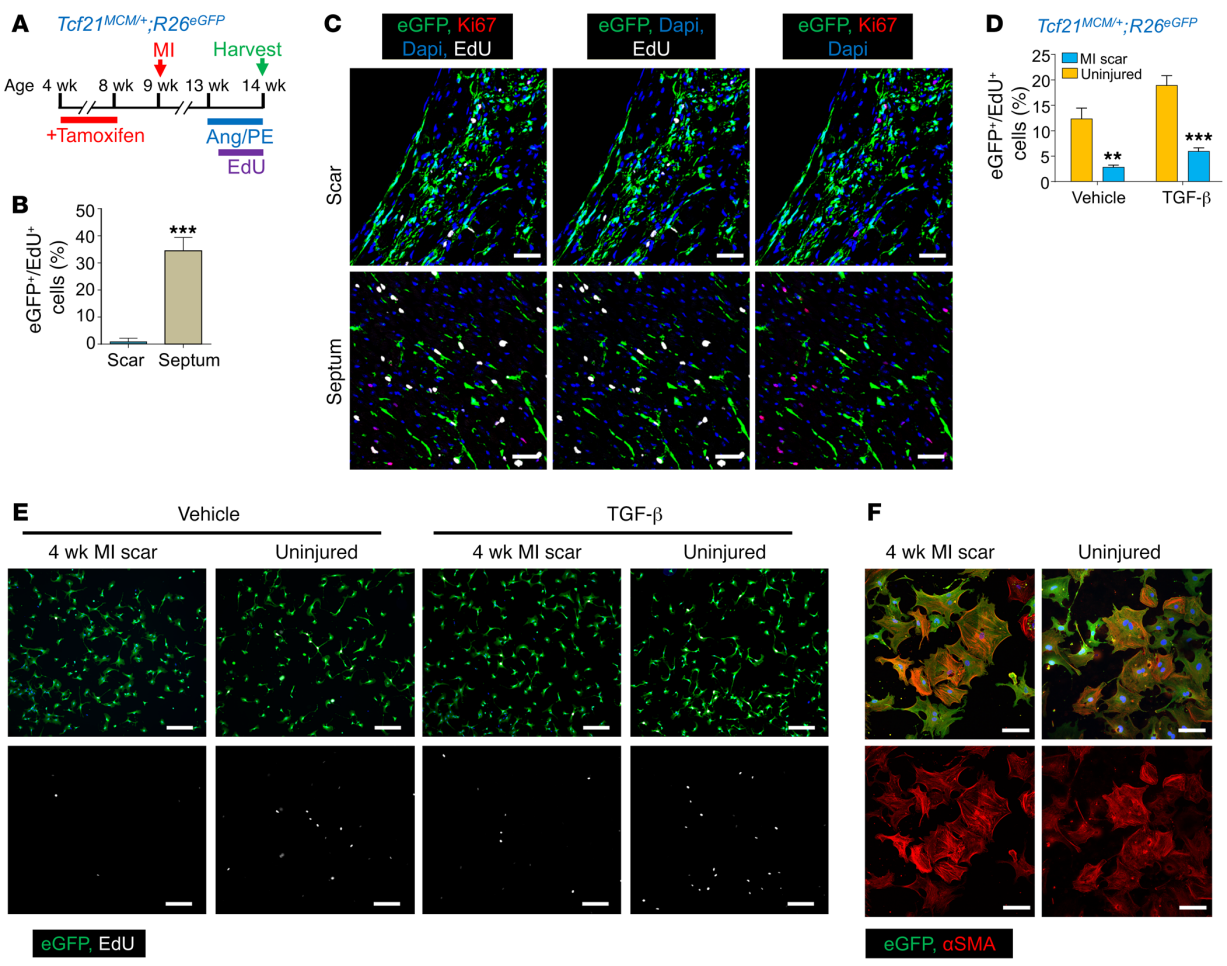
Proliferation potential of *Tcf21* lineage–traced fibroblasts residing in stable scar. (**A**) Experimental scheme whereby *Tcf21^MCM/+^*;*R26^EGFP^* mice previously treated with tamoxifen were subjected to MI and then treated with Ang II/PE through osmotic pump 4 weeks after MI. Mice were treated with EdU through daily i.p. injections for 6 days starting at day 2 after pump implantation, and hearts were harvested 4 hours after the last EdU injection for IHC analysis. (**B** and **C**) Quantification (**B**) and representative IHC images from 3 hearts analyzed (**C**) of EdU^+^ (white) and Ki67^+^ (red) *Tcf21* lineage–traced (EGFP^+^) fibroblasts in the infarct region and septum of hearts from *Tcf21^MCM/+^*;*R26^EGFP^* mice that received treatment as shown in **A**. Nuclei are shown with DAPI (blue). Scale bars: 20 μm. (**D** and **E**) Quantification (**D**) and representative immunocytochemistry from 3 separate experiments (**E**) of EdU^+^ (white) *Tcf21* lineage–traced (EGFP^+^) fibroblasts isolated from uninjured hearts and the infarct region of hearts 4 weeks later. EdU was given for 6 hours with and without TGF-β stimulation. Scale bars: 200 μm. (**F**) Representative immunocytochemistry images from 3 separate experiments showing αSMA stress fibers (red) in *Tcf21* lineage–traced fibroblasts isolated from uninjured hearts and the infarct region of hearts 4 weeks after MI. Cells were also treated with TGF-β for 3 days. Scale bars: 10 μm. (**B** and **D**) Data are shown as mean ± SD (*n* = 3). **P < 0.01, ***P < 0.0001, 2-tailed *t* test.

**Figure 6:**
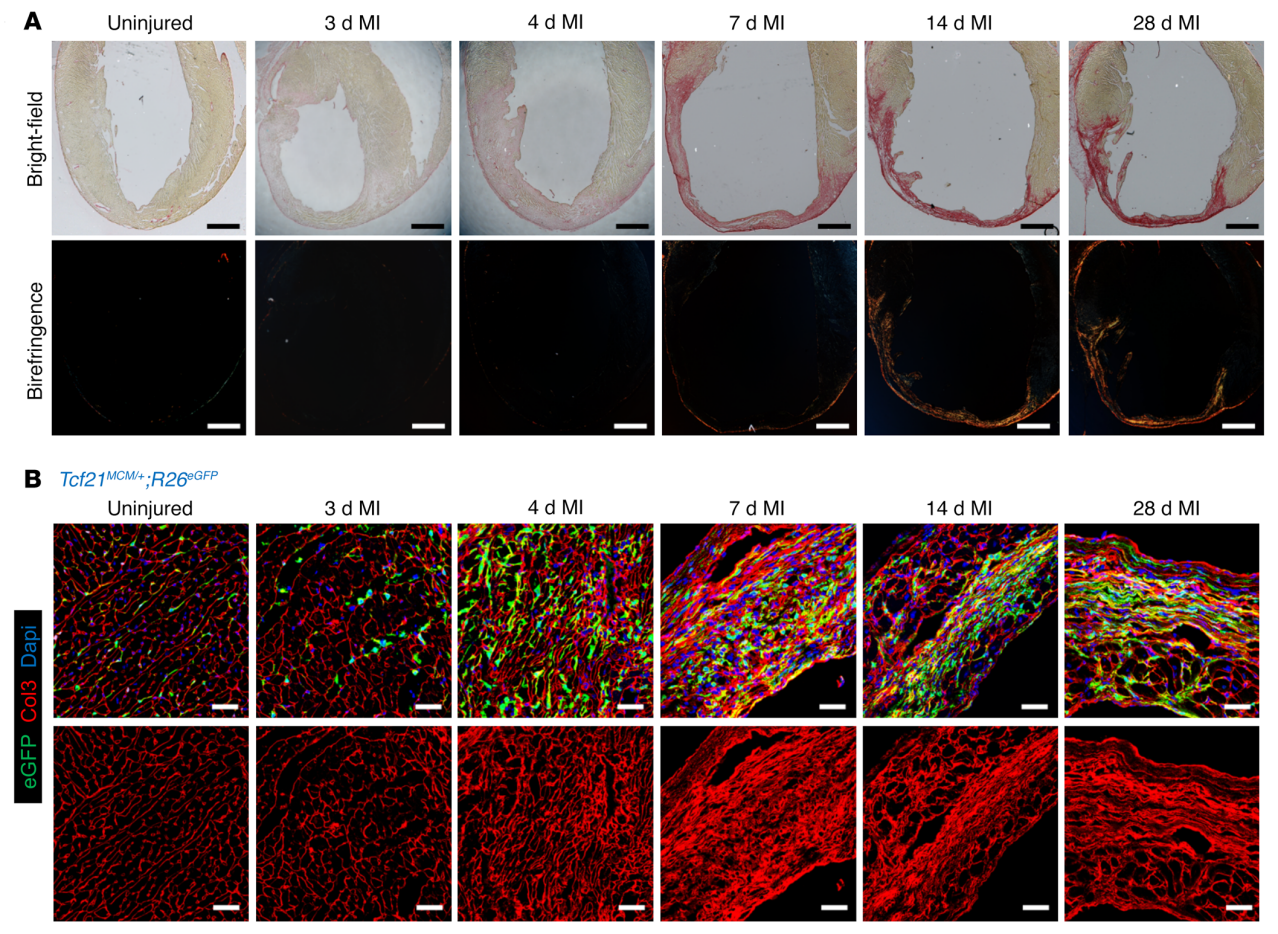
Temporal maturation of the scar in the mouse heart. (**A**) Representative Picrosirius red staining images of WT heart histological cross-sections taken in bright-field mode or under polarized light for birefringence detection at the indicated time points showing the progression of fibrosis and collagen maturation after MI injury. Scale bars: 1 mm. Representative images are shown from 3 hearts analyzed at each time point. (**B**) Representative IHC images showing morphological changes in Col3 (red) along with *Tcf21* lineage–traced (EGFP^+^) fibroblasts from the infarct region of hearts from *Tcf21^MCM/+^*;*R26^EGFP^* mice at indicated time points. Nuclei are shown with DAPI (blue). Scale bars: 20 μm. Representative images are shown from 3 hearts analyzed at each time point.

**Figure 7:**
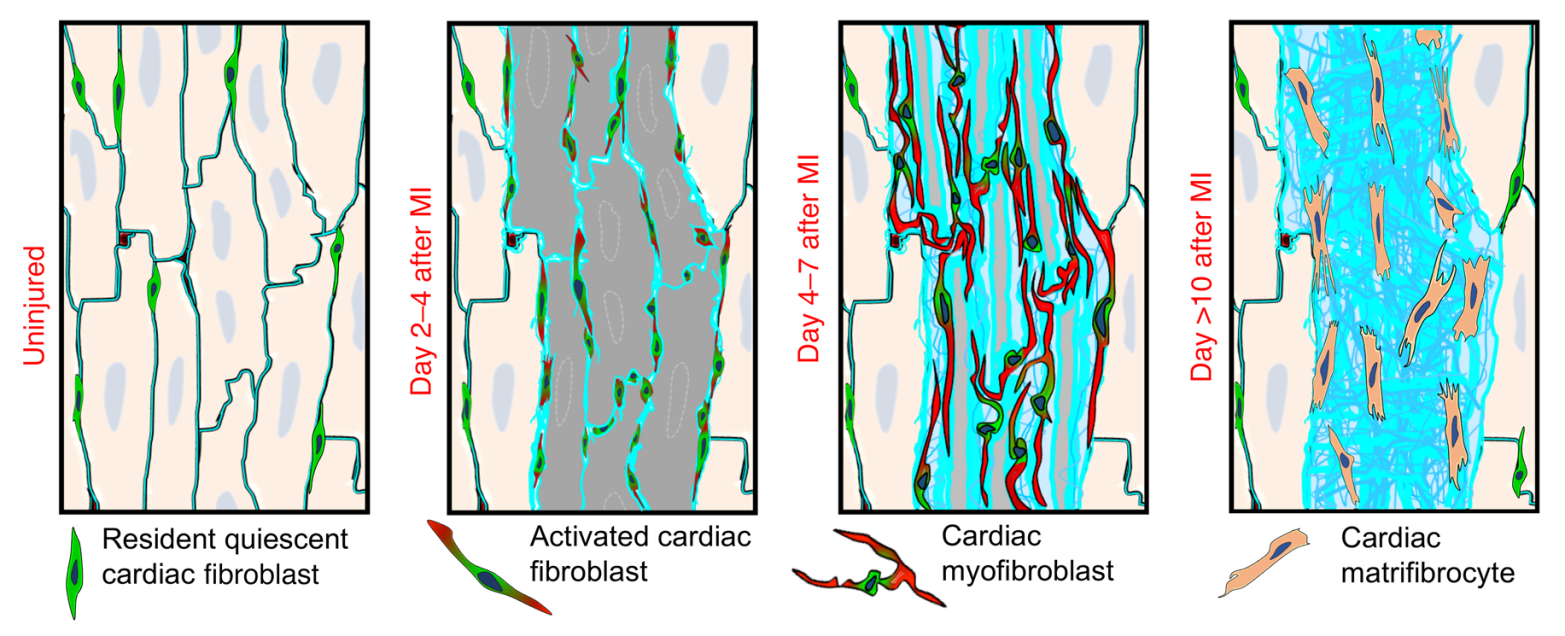
Model of MI injury–dependent cardiac fibroblast states. Model showing the different states of cardiac fibroblasts at different post-MI stages. In uninjured heart, cardiac fibroblasts reside within the interstitial space, but after MI injury, they become maximally activated by 2 to 4 days, and they elongate and begin to express αSMA. By days 4 to 7, the myofibroblast differentiated state is maximal, with high levels of αSMA protein in elongated processes within these cells. Finally, these fibroblasts stop proliferating and lose αSMA expression as they further differentiate into the matrifibrocyte by day 10 and onwards within the scar region.

**Figure 8:**
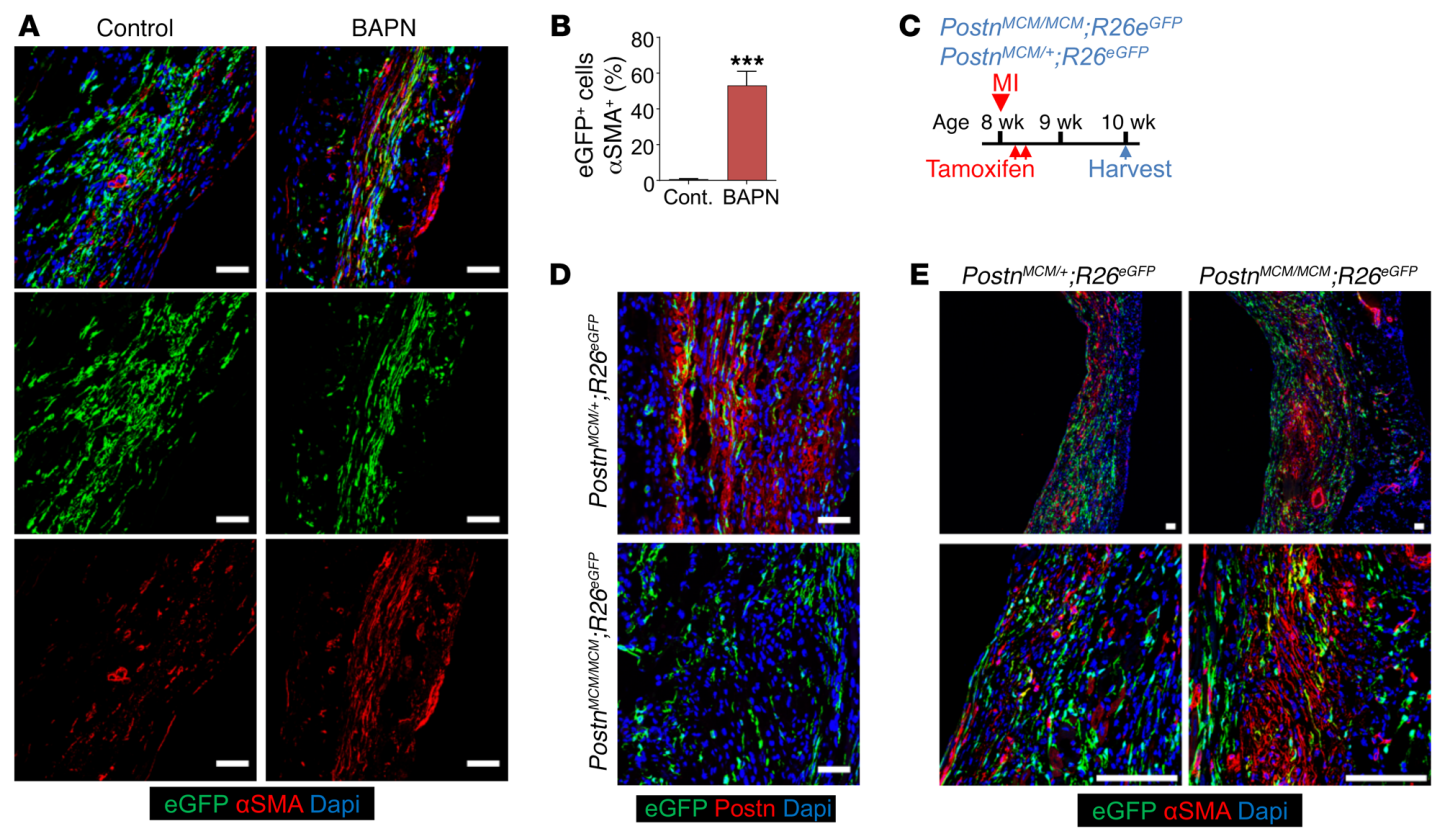
Effect of ECM maturation on αSMA expression in myofibroblasts. (**A** and **B**) Representative IHC images (**A**) and quantitation (**B**) of αSMA^+^ (red) *Tcf21* lineage–traced (EGFP^+^) fibroblasts from the infarct region of hearts from *Tcf21^MCM/+^*;*R26^EGFP^* mice treated with BAPN or PBS as a control (Cont.). Nuclei are shown with DAPI (blue). Scale bars: 20 μm. Data are shown as mean ± SD (*n* = 3). ***P < 0.0001, 2-tailed *t* test. (**C**) Experimental scheme of tamoxifen treatment of *Postn^MCM/MCM^*;*R26^EGFP^* and *Postn^MCM/+^;R26^EGFP^* mice from day 2 to day 3 after MI by daily i.p. injections. Hearts were then harvested at 2 weeks after MI. (**D**) Representative IHC images from 3 separate hearts analyzed for Postn protein expression within the infarct region of hearts from *Postn^MCM/+^*;*R26^EGFP^* mice versus *Postn^MCM/MCM^*;*R26^EGFP^* mice 2 weeks after MI. Nuclei are shown with DAPI (blue). Scale bars: 20 μm. *Postn* lineage–traced cells (EGFP^+^) cells are also shown. (**E**) Representative IHC images from 3 separate hearts analyzed showing αSMA^+^ (red) and Postn lineage–traced (EGFP^+^) fibroblasts in the infarct region of hearts from *Postn^MCM/+^*;*R26^EGFP^* mice and *Postn^MCM/MCM^*;*R26^EGFP^* mice 2 weeks after MI. Nuclei are shown with DAPI (blue). Scale bars: 50 μm.

**Figure 9:**
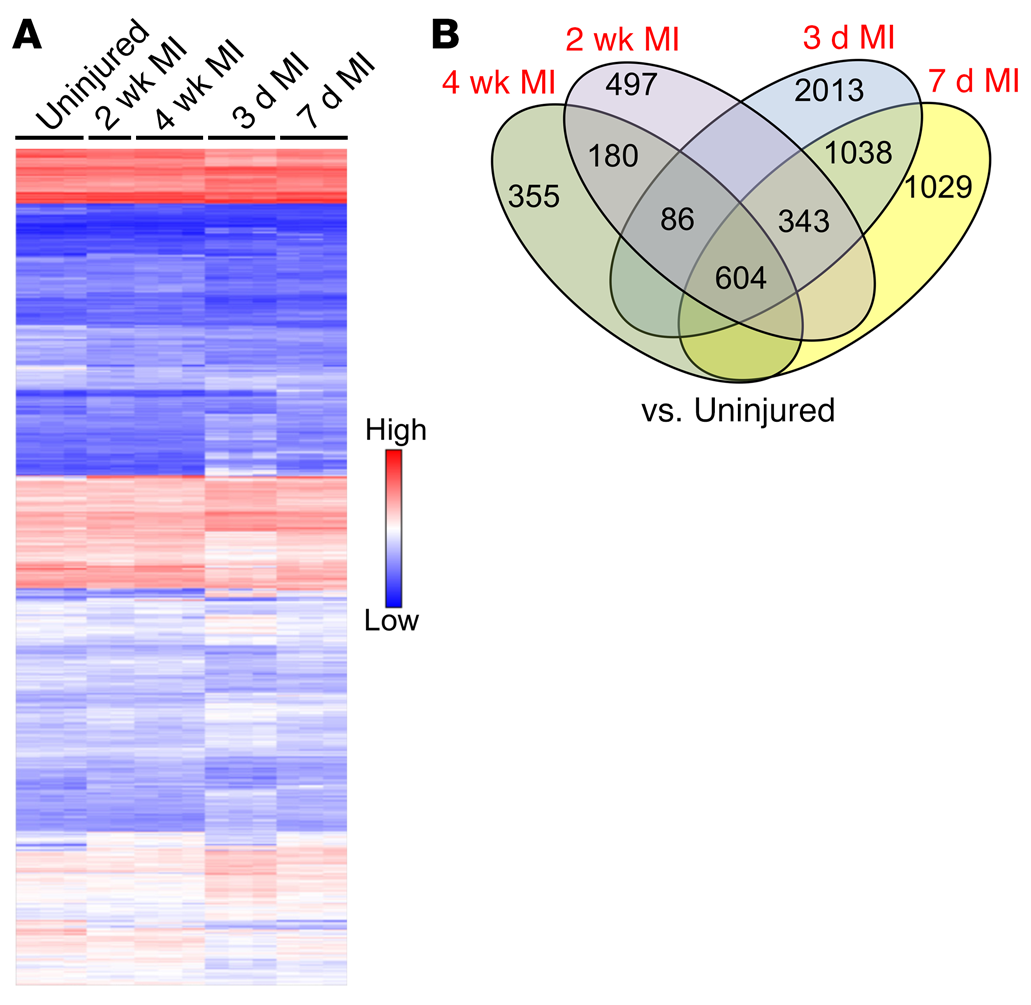
Gene-expression patterns of fibroblast stages in the MI injured heart. (**A**) Heatmap showing approximately 5,000 genes differentially expressed with cluster analysis among quiescent *Tcf21* lineage–traced (EGFP^+^) fibroblasts isolated from the uninjured LV or the MI region 3 days, 7 days, 2 weeks, and 4 weeks after injury. Individual biological replicates are shown. Individual samples were clustered and connected by Transcriptome Analysis Console based on their similarity in gene-expression patterns. (**B**) Venn diagram showing numbers and overlapping genes that were differentially expressed between *Tcf21* lineage–traced (EGFP^+^) fibroblasts isolated from the uninjured LV versus the other 4 sample groups of isolated fibroblasts from the MI region 3 days, 7 days, 2 weeks, or 4 weeks after injury.

**Figure 10:**
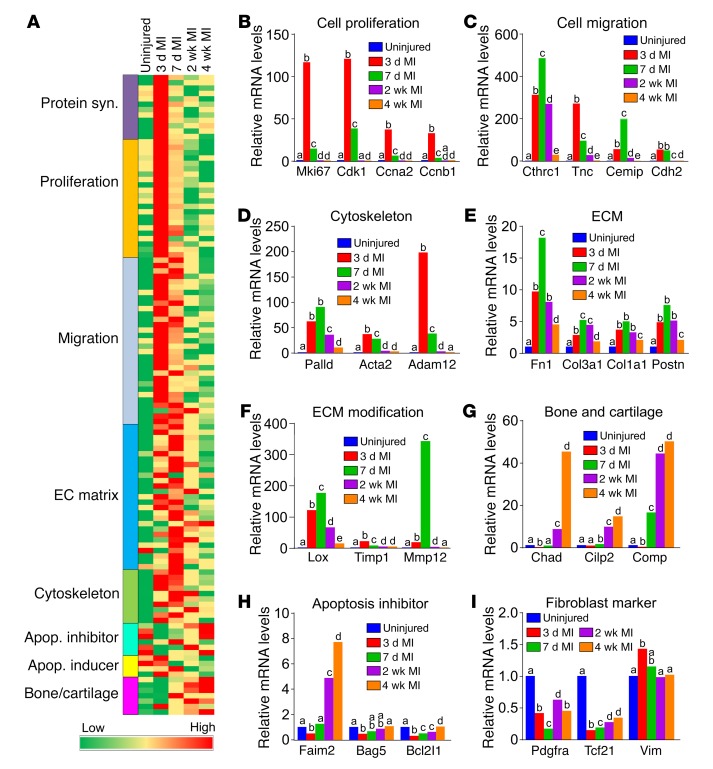
Changes in gene-expression states in the cardiac fibroblast after infarction injury. (**A**) Heatmap of selected gene-expression categories and individual genes from *Tcf21* lineage–traced fibroblasts isolated from the uninjured heart or the infarct area of hearts 3 days, 7 days, 2 weeks, and 4 weeks after MI (assayed with Affymetrix microarrays). (**B**–**I**) Bar graphs show mRNA expression levels of selected cell proliferation–related genes (**B**), cell migration–related genes (**C**), cytoskeleton-related genes (**D**), ECM protein genes (**E**), ECM modification genes (**F**), bone and cartilage–related genes (**G**), apoptosis inhibitor genes (**H**), and fibroblast marker genes (**I**) in the different sample groups. Data were normalized to quiescent *Tcf21* lineage–traced fibroblasts isolated from uninjured hearts. *n* = 3 (uninjured, 3 d MI, 7 d MI, and 4 wk MI), *n* = 2 (2 wk MI). Different letters (a, b, c, d, e) above the bars indicate significant differences (*P* < 0.05) by 1-way ANOVA and Tukey’s post hoc analysis between *Tcf21* lineage–traced fibroblasts isolated at different time points in each panel. Bars denoted by the same letter indicate lack of significant difference within that panel, while all bars that have different letters are significantly different from each other.

**Figure 11:**
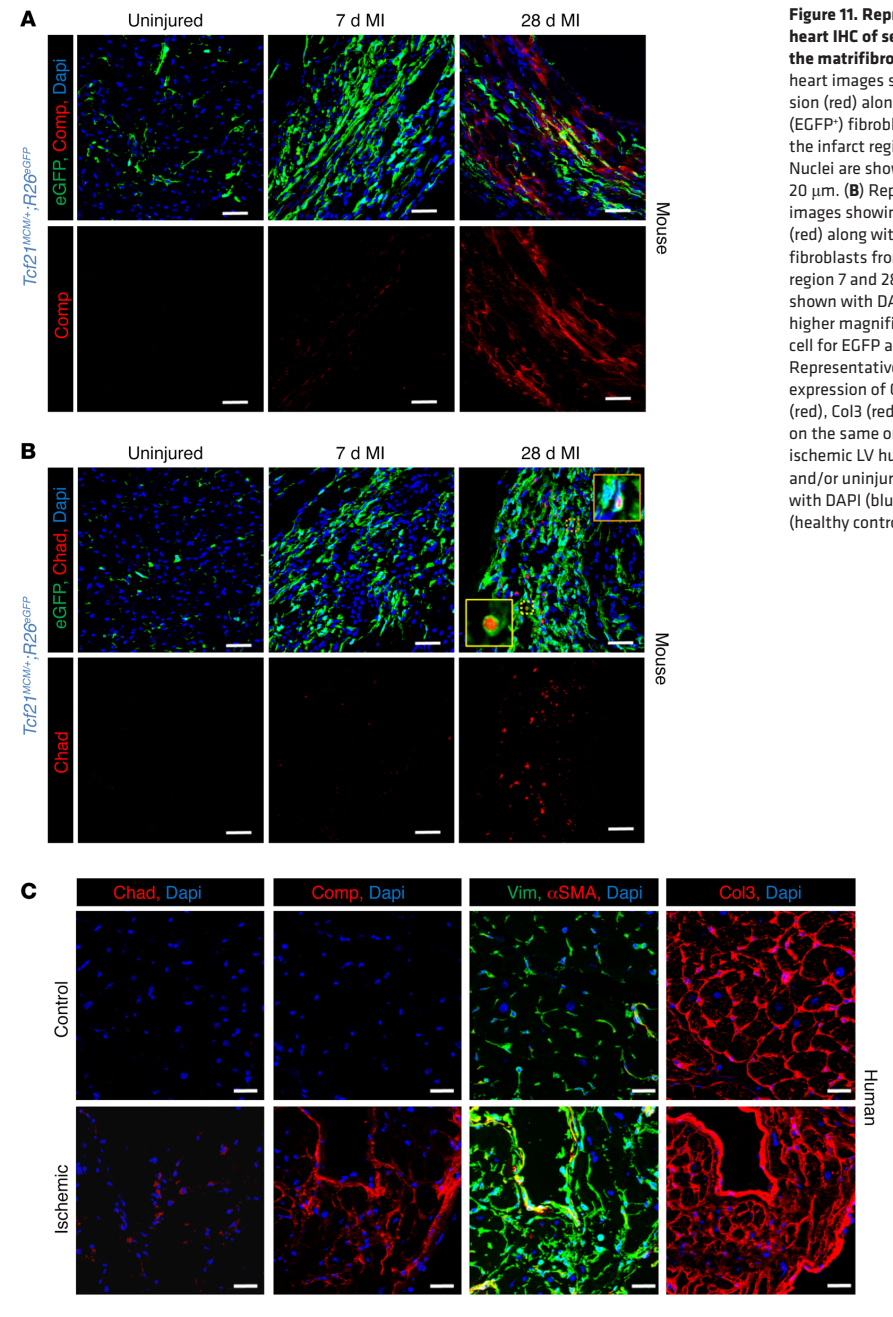
Representative mouse and human heart IHC of selected proteins underlying the matrifibrocyte. (**A**) Representative IHC heart images showing Comp protein expression (red) along with *Tcf21* lineage–traced (EGFP^+^) fibroblasts from uninjured mice or the infarct region 7 and 28 days after MI. Nuclei are shown with DAPI (blue). Scale bars: 20 μm. (**B**) Representative IHC mouse heart images showing Chad protein expression (red) along with *Tcf21* lineage–traced (EGFP^+^) fibroblasts from uninjured heart or the infarct region 7 and 28 days after MI. Nuclei are shown with DAPI (blue). The insets show higher magnification (×4) of double-positive cell for EGFP and Chad. Scale bars: 20 μm. (**C**) Representative IHC images showing protein expression of Chad (red), Comp (red), αSMA (red), Col3 (red), or vimentin (Vim, green) on the same or adjacent serial sections of ischemic LV human heart samples with scar and/or uninjured (control). Nuclei are shown with DAPI (blue). *n* = 3 (ischemic LVAD). *n* = 1 (healthy control). Scale bars: 20 μm.

## Version 1 04/16/2018

Electronic publication

## Version 2 05/01/2018

Print issue publication

How the deposited data were processed for this re-analysis (not part of the article)

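RNA of EGFP-positive cells of the Tcf21 lineage, sorted from mouse hearts at about 50000 cells per extract, was labelled with the GeneChip 3' IVT Pico kit and hybridized to Clariom S Mouse arrays. There are 14 arrays: 3 from uninjured hearts and 3, 3, 2 and 3 from infarcts 3 and 7 days and 2 and 4 weeks old. The values used are gene-level log2 signals as deposited by the authors, whose processing notes name Expression Console; its version, the summarization algorithm and the genome build are not stated. The paper names the Transcriptome Analysis Console for its comparisons, takes P under 0.05 as significant, gives 1-way ANOVA with Tukey's test for the values of Figure 10, and names neither a fold limit nor an adjustment for the gene counts.

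The table holds 28846 rows, of which 6704 are controls. Of the 22142 transcript clusters 19527 have 1 gene symbol and 2615 have no name, and the row with the highest mean was kept for the 33 genes with more than 1 row, which leaves 19494 genes. Array medians lie between 6.34 and 6.46, and 10744 to 11306 genes per array (median 11021) exceed the background level of 5.89, the 95th percentile of 1410 olfactory and vomeronasal receptor genes, whose median is 4.51. Arrays of a group correlate at 0.971 to 0.992. No further normalization was applied.

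Group means were fitted with limma 3.58.1 in R 4.3.3, with all 14 arrays in 1 fit (9 residual and 4.53 prior degrees of freedom), moderated tests by empirical Bayes, and Benjamini-Hochberg adjustment over all genes of a comparison at 0.05. Each time was compared with uninjured fibroblasts, each time with the one before, and 4 weeks with 7 days. Sets of genes unique to a time or shared between times take an adjusted p under 0.05 and at least a 2-fold change. An F test over the 4 comparisons with uninjured fibroblasts gives the genes that differ among the 5 groups. Folds are 2 to the power of a difference of mean log2 signals, so a fold against a group near background is what the array shows and not a ratio of transcripts. The root mean square of the log2 fold changes over all genes serves as a distance that needs no threshold.

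There are 39 gene lists, with 994 of 1064 entries measured, written from general knowledge of the cell types and processes: cell cycle, DNA replication, migration, contractile cytoskeleton, collagens, matrix glycoproteins, basement membrane, crosslinking, proteases, bone, cartilage, tendon, osteoclasts, quiescent fibroblasts, apoptosis inhibitors and inducers, senescence, hypoxia, unfolded protein response, ribosome biogenesis, the TGF-beta and Wnt pathways, secreted factors, chemokines, interferon response, antigen presentation, complement, fatty acid metabolism, cholesterol synthesis, oxidative phosphorylation, immediate early genes, and markers of macrophages, neutrophils, lymphocytes, endothelial cells, pericytes, Schwann cells, epicardium and cardiomyocytes. Each list was tested with limma's camera at a preset correlation of 0.01, adjusted over all lists and the 4 comparisons with uninjured fibroblasts, and members are counted after adjustment over all genes and over the list alone. Where a call is lost when the correlation between genes is estimated from the arrays, that p stands beside it. Of the 195 pairs of list and comparison the signs of median, mean and camera differ in 20, of which camera calls 0. Some lists hold genes that the paper picked from these arrays for Figure 10. Examples are Cthrc1, Cdh2 and Tnc (migration), Faim2 (apoptosis inhibitors), Chad (cartilage) and Tcf21 (quiescent fibroblasts). Counts and camera results of these lists are therefore not independent of the paper's selection.

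Genes named in the text are those of Figure 10 and others the paper names, the 8 largest rises and falls per comparison with every array beyond those of the reference group, and list members with the largest changes or needed to show no change. Genes named only by a clone or model number were passed over. The Figure 10 values had been seen in the figure, and genes chosen after their values were seen are marked so. The sample table, the main tests, the lists, the naming rule and the alternative settings listed in the last paragraph were fixed before the data were examined. Added after were blocks by array set and by Y-linked class, a fit without the arrays numbered 1, a macrophage marker covariate, sets at an unadjusted p with no fold limit, and the tests of explanations that the closing text marks so.

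The recovery of changes was tested on simulated data with the same group sizes and spread. At 2-fold, 29.9%, 31.3%, 16.4% and 26.9% of changed genes were recovered at 3 and 7 days and at 2 and 4 weeks, at 4-fold 92.5%, 94%, 83.6% and 92.5%, and at 8-fold 100%, 98.5%, 95.5% and 98.5%, with 7, 10, 6 and 9 false calls among 19494 genes. These simulations draw the spread of each array independently. In others, added after the data were seen, each gene also had its difference between the arrays numbered 1 and the rest: the fit without a block then recovered 20.9%, 7.46%, 8.96% and 19.4% of 2-fold and 91%, 83.6%, 71.6% and 88.1% of 4-fold changes with at most 1 false call, and with the array set as a block 62.7%, 62.7%, 44.8% and 70.1%, and 98.5%, 98.5%, 94% and 100%, with at most 8. Many 2-fold changes are therefore missed without the block.

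Whether the replicate numbers pair the arrays was checked from residual correlations. Arrays with the same number correlate at 0.119 to 0.632 (26 of 26 pairs above 0.1) and arrays with different numbers at -0.55 to 0.432. Among the latter, arrays numbered 2 and 3 correlate with each other at 0.124 to 0.432 (16 of 16 pairs above 0.1, median 0.305), as high as arrays both numbered 2 or both numbered 3 (medians 0.285 and 0.275), so the correlations follow the split between the arrays numbered 1 and the others and do not show pairing by number. The replicate number entered as a block only as an alternative. Other alternative settings fixed then were array median centring, quantile normalization, only genes above background, an intensity trend with robust estimation, fits of the 2 groups compared, array weights, unnamed rows included, each array left out in turn, the tests the methods name, other thresholds, 2 arrays per injured group, Tukey's test and linear means for the Figure 10 genes, and an estimated correlation or fry for the lists. Of 27 Figure 10 genes 25 were analysed; Pdgfra and Ccnb1 were not analysed here, as neither has a named row, and supplementary tables were not used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.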

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

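The tests of identical values between arrays, of other genes that macrophages express, of the endothelial list and of the array numbers of the Y-linked pattern and the fits with the array set or the Y-linked class as a block were chosen after the results they test were seen; the others were set before.

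Macrophage markers rose at 7 days, a signal in genes outside those the paper discusses: 19 of 24 list members were higher (camera's adjusted p = 5.24e-27, and 0.0531 with an estimated correlation), Ms4a7 and C1qa going from log2 signals of 5.73 and 6.61 in uninjured fibroblasts to 14.6 and 13.1. The endothelial list had a median log2 fold change of -0.135 at 7 days against 2.55 for the macrophage list, so the 2 lists did not rise alike. The gap of 2.68 lies little above the summed median absolute deviations of the lists, 2.45. It cannot decide on a lower share of fibroblasts in the sort, since other cells in a sort need not include endothelial cells in the same measure. Macrophages or their RNA among the sorted cells remain open: of 16 other genes that macrophages express, outside all lists, 10 rose and none fell. Over all genes tested 901 of 19494 rose at 7 days. The count of 10 lay between the bounds set for and against that source, so the test does not decide. At an unadjusted p under 0.05 from limma 12 of the 16 rose. Of those not called, Was and Coro1a stayed under background at 7 days (3.28 and 5.87) and Cd84 had an adjusted p of 0.0588. Arhgdib, well above background at 10.6 in uninjured fibroblasts already and at 10.9 at 7 days, did not change (adjusted p = 0.778). By staining, the paper detected no Tcf21 lineage cell that had turned into one with CD45, its leukocyte marker. The EGFP gate of the sort would remove macrophages without the label, and 9 of the 24 markers lay above background in uninjured fibroblasts already and 3 are also in the complement list. Expression of the 24 markers by the fibroblasts of the 7-day stage cannot be told apart from macrophages or their RNA. The SD of the list's mean over the 7-day arrays was 0.823 against 0.283 for the contractile list, and expression that varies between hearts would give that too.

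The Y-linked genes Uty and Kdm5d were both below background in 4 arrays, 7-day replicate 2, both 2-week arrays and 4-week replicate 1, a signal the paper does not discuss. Their highest values were 4.31 and 4.21 there, against lowest values of 7.1 and 5.49 in the 10 others, where Kdm5d alone was slightly under the background of 5.89 in 7-day replicate 1 (5.72) and 4-week replicates 2 and 3 (5.49 and 5.64). The separate set of arrays numbered 1 does not explain it, as 2 of the 4 arrays have another number. Mice of different sexes may explain it, a hypothesis: within groups that hold both kinds, 4 X-linked partners of Y-linked genes were higher in the arrays with low Uty and Kdm5d by 0.562 on average on the log2 scale (standard error over the 4 genes 0.166). That standard error measures the spread between genes and not between mice. Only 7-day replicate 2 and 4-week replicate 1 stand on the low side here. The latter is also an array numbered 1, so the difference of that array set enters the value. What sex, which the paper does not give, adds to the 2-week results stays open: with these 4 arrays as a block limma calls 0 genes at 2 weeks alone (292 at an unadjusted p under 0.05), but both 2-week arrays are among them, which raises the standard error 1.38-fold by design, and 63 of the 72 genes kept a 2-fold change in the same direction.

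The arrays numbered 1 stand apart from the others, a signal in technical structure that the paper does not report: 7075 genes (36.3%) differ between these 5 arrays and the other 9, 3517 higher and 3558 lower. A difference in the overall distribution alone is excluded, as 6677 genes still differ after quantile normalization. A summarization or normalization run of their own is a candidate explanation, since pairs of these arrays share at least 481 identical values and other pairs at most 2. Each group holds 1 such array, which balances comparisons among the groups of 3, but it is 1 of only 2 arrays at 2 weeks, so part of the difference enters every 2-week comparison (root mean square log2 fold change 0.597, and 0.575 with the set as a block); no biological explanation was tested.

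For 14 genes the change against uninjured fibroblasts was negative at 3 days and positive at 4 weeks and for 3 genes the reverse, both changes called by limma, with the uninjured arrays shared by both comparisons.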

How the results depend on the processing

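The array set block, the fit without the 5 arrays numbered 1, the Y-linked class block, the macrophage marker covariate and the sets at an unadjusted p with no fold limit were chosen after the data were seen; the other alternatives were planned. Each of 28 counts, 4 distances, 267 gene results and 195 list results was recomputed, and a count is called moved when it changed more than 1.5 times. The 28 counts stayed within that range under array median centring, quantile normalization, an intensity trend with robust estimation, only genes above background and all rows with unnamed ones, and the sets of 2-fold genes under no fold limit and a 1.5-fold limit. Under array median centring 265 gene results kept their call and 1 gained and 1 lost one (Cemip from 3 to 7 days, adjusted p = 0.052), and 195 lists kept theirs; under quantile normalization the numbers were 266 and 1 genes and 189 lists kept, 4 gained and 2 lost. For the Figure 10 genes linear means kept 100 of 100 results and ANOVA with Tukey's test 95, with 4 gained and 1 lost. An estimated correlation lost 62 list calls and kept 133 results, and fry kept 160, gained 9 and lost 26.

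In the fits of only the 2 groups compared the moved counts were changed genes 1024 at 7 days, 198 at 4 weeks, 2-fold genes 198 at 4 weeks, genes of a single time 15 at 4 weeks, changes between times 116 from 7 days to 2 weeks, 0 (by limma; 1059 at an unadjusted p under 0.05) from 2 weeks to 4 weeks, 463 from 7 days to 4 weeks, genes changed at all 4 times 98, genes changed at 3 days, 2 and 4 weeks 103, with fewer degrees of freedom by construction. Of the gene calls these fits lost 19, at 3 days Faim2 (0.0663), at 2 weeks Tcf21 (0.19), at 4 weeks Col6a6 (0.105), Wif1 (0.224), Lamb1 (0.0546), Chrdl1 (0.141), Timp3 (0.111), Smad6 (0.0943), Fap (0.116), Timp1 (0.065), Postn (0.0747), Gng8 (0.0539), Tnc (0.0653), from 2 to 4 weeks Cthrc1 (0.132), Uts2r (0.132), Chad (0.221), Tnc (0.175), Mir675 (0.132), from 3 to 7 days Cemip (0.0962), and gained 1, at 2 weeks Mmp12 (0.0465) (adjusted p in brackets). Of the list calls they lost 4, at 3 days hypoxia higher (0.0552), at 7 days proteases higher (0.109), complement higher (0.0571), from 7 days to 4 weeks matrix glycoproteins lower (0.0748), and gained 4, at 4 weeks cell cycle lower (0.0298), complement higher (0.0475), macrophage higher (0.0336), from 7 days to 4 weeks bone higher (0.0395). With 2 arrays per injured group they were genes of a single time 21 at 4 weeks, genes changed at all 4 times 89, genes changed at 3 days, 2 and 4 weeks 93, with fewer arrays by construction. With the replicate block they were changed genes 3717 at 3 days, 2453 at 7 days, 830 at 2 weeks, 673 at 4 weeks, 2-fold genes 713 at 2 weeks, genes of a single time 127 at 2 weeks, changes between times 2391 from 3 days to 7 days, 842 from 7 days to 2 weeks, 1558 from 7 days to 4 weeks, highest means 166 at 2 weeks, lowest means 134 at 2 weeks, 66 at 4 weeks, genes past the F test 4826. That block changed the calls of 8 gene results, 7 gained and 1 lost (Chad from 2 to 4 weeks, adjusted p = 0.0531), and of 6 lists: hypoxia at 3 days (0.0516), proteases at 7 days (0.0911) and, from 7 days to 4 weeks, cartilage and glycoproteins (both 0.092) were lost, and the unfolded protein response at 7 days (0.0439) and fatty acid genes at 2 weeks (0.0461) gained; it changed no other call. With array weights they were changed genes 3812 at 3 days, 2910 at 7 days, 1646 at 2 weeks, 1113 at 4 weeks, 2-fold genes 1237 at 2 weeks, 648 at 4 weeks, genes of a single time 361 at 2 weeks, 92 at 4 weeks, changes between times 2348 from 3 days to 7 days, 1399 from 7 days to 2 weeks, 77 from 2 weeks to 4 weeks, 2226 from 7 days to 4 weeks, highest means 322 at 2 weeks, lowest means 462 at 7 days, 318 at 2 weeks, 94 at 4 weeks, genes changed at all 4 times 269, genes changed at 3 days, 2 and 4 weeks 300, genes past the F test 5776, these with a 2-fold change 3515. Of the gene calls the weights gained 4, at 7 days Bcl2l1 (0.0477), at 4 weeks Col1a1 (0.00247), Col3a1 (0.00756), Tcf21 (0.000295). Of the list calls they lost 8, at 3 days chemokines higher (0.104), hypoxia higher (0.125), at 7 days proteases higher (0.0706), osteoclast higher (0.0609), antigen presentation higher (0.0734), from 7 days to 4 weeks matrix glycoproteins lower (0.0698), cartilage higher (0.0726), chemokines lower (0.432), and gained 5, at 7 days fatty acid genes lower (0.0294), oxidative phosphorylation lower (0.0339), at 4 weeks complement higher (0.0362), cholesterol synthesis higher (0.0173), from 7 days to 4 weeks growth factors lower (0.0366). Of the gene calls the filter for genes above background gained 3, at 3 days Bag5 (0.0459), Mmp12 (0.0487), at 4 weeks Col1a1 (0.0414). Of the list calls it lost 9, at 3 days hypoxia higher (0.141), at 7 days proteases higher (0.17), complement higher (0.0749), antigen presentation higher (0.096), at 4 weeks cardiomyocyte lower (0.265), from 7 days to 4 weeks matrix glycoproteins lower (0.096), chemokines lower (0.225), antigen presentation lower (0.0553), unfolded protein response lower (0.0619), and gained 4, at 7 days bone lower (0.0467), at 2 weeks osteoclast higher (0.0298), at 4 weeks osteoclast higher (0.0205), from 7 days to 4 weeks bone higher (0.00872). With the replicate block the standard errors had a median of 0.838 to 0.859 of those without it, so its gained calls go with a smaller residual spread; the cause was not tested for the weights.

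At the adjusted p of the t-test the methods name, the moved counts were changed genes 410 at 3 days, 132 at 7 days, 0 at 2 weeks, 4 at 4 weeks, 2-fold genes 353 at 3 days, 112 at 7 days, 0 at 2 weeks, 4 at 4 weeks, genes of a single time 291 at 3 days, 50 at 7 days, 0 at 2 weeks, 3 at 4 weeks, changes between times 5 from 3 days to 7 days, 0 from 7 days to 2 weeks, 0 from 2 weeks to 4 weeks, 15 from 7 days to 4 weeks, genes changed at all 4 times 0, genes changed at 3 days, 2 and 4 weeks 0, where the zeros stand beside 1680, 1909, 1025, 727, 144, 198 and 216 at an unadjusted p under 0.05 by the same test, and 484, 310, 5, 471, 72, 160 and 172 by limma. At an unadjusted p by that test they were changed genes 2637 at 7 days, 1680 at 2 weeks, 1401 at 4 weeks, 2-fold genes 727 at 2 weeks, genes of a single time 144 at 2 weeks, 69 at 4 weeks, changes between times 2769 from 3 days to 7 days, 1909 from 7 days to 2 weeks, 1025 from 2 weeks to 4 weeks, 2229 from 7 days to 4 weeks. With limma's unadjusted p and a 2-fold change they were 2-fold genes 1089 at 2 weeks, 699 at 4 weeks, genes of a single time 236 at 2 weeks, 68 at 4 weeks, genes changed at all 4 times 298, genes changed at 3 days, 2 and 4 weeks 322, and at an adjusted p under 0.01 2-fold genes 853 at 7 days, 228 at 2 weeks, 180 at 4 weeks, genes of a single time 15 at 2 weeks, 17 at 4 weeks, genes changed at all 4 times 79, genes changed at 3 days, 2 and 4 weeks 81. With limma's unadjusted p and no fold limit the sets moved to genes per time 4472 at 3 days, 3414 at 7 days, 2336 at 2 weeks, 1710 at 4 weeks, genes of a single time 1950 at 3 days, 891 at 7 days, 571 at 2 weeks, 282 at 4 weeks, genes changed at all 4 times 588, genes changed at 3 days, 2 and 4 weeks 669. A looser or stricter threshold moves counts by construction. The distance from uninjured fibroblasts was 0.975 at 3 days, 0.898 at 7 days, 0.732 at 2 weeks, 0.581 at 4 weeks over genes above background, whether filtered before the fit or after, and 0.703 at 3 days, 0.636 at 7 days, 0.459 at 2 weeks, 0.333 at 4 weeks with the noise subtracted (0.736, 0.672, 0.493, 0.397, with the array set as a block), so its order over the times held. It also held with array weights and with the Y-linked class as a block (0.782, 0.72, 0.625 and 0.473), but with the macrophage marker covariate it was 1.04 at 7 days against 0.801 at 3 days. With the noise of the Y-linked class block subtracted, 0.533 at 2 weeks, the distances were 0.701, 0.62, 0.327 and 0.299. The values of 2 and 4 weeks then lay close together.

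With the array set block the moved counts were changed genes 3831 at 3 days, 2545 at 7 days, 967 at 2 weeks, 723 at 4 weeks, 2-fold genes 775 at 2 weeks, 542 at 4 weeks, genes of a single time 143 at 2 weeks, 67 at 4 weeks, changes between times 2528 from 3 days to 7 days, 1047 from 7 days to 2 weeks, 17 from 2 weeks to 4 weeks, 1630 from 7 days to 4 weeks, highest means 178 at 2 weeks, lowest means 143 at 2 weeks, 71 at 4 weeks, genes changed at all 4 times 241, genes past the F test 5114. Of the gene calls that block gained 8, at 3 days Vim (0.0253), Bag5 (0.0353), Mmp12 (0.0419), at 7 days Bcl2l1 (0.0325), at 4 weeks Acta2 (0.0482), Col1a1 (0.0137), Tcf21 (0.0361), from 3 to 7 days Cthrc1 (0.0275). Of the list calls it lost 4, at 7 days proteases higher (0.0798), complement higher (0.0503), from 7 days to 4 weeks matrix glycoproteins lower (0.0769), cartilage higher (0.0769), and gained 1, at 7 days unfolded protein response higher (0.0389). Its standard errors had a median of 0.844 to 0.849 of those without it, and in simulated arrays with a difference between the sets, also chosen after the data were seen, the block raised the recovery of 2-fold changes from between 7.46% and 20.9% to between 44.8% and 70.1%, with 4 to 8 false calls in place of 0 or 1. Without the 5 arrays numbered 1 they were changed genes 1044 at 2 weeks, 2-fold genes 1042 at 2 weeks, genes of a single time 303 at 2 weeks, changes between times 2004 from 3 days to 7 days, 953 from 7 days to 2 weeks, 18 from 2 weeks to 4 weeks, 1341 from 7 days to 4 weeks, highest means 285 at 2 weeks, lowest means 435 at 7 days, 286 at 2 weeks, the root mean square 0.681 at 2 weeks. Of the gene calls this fit lost 6, at 2 weeks Hbegf (0.0752), at 4 weeks Chrdl1 (0.0903), Timp3 (0.0583), Gas6 (0.0935), from 2 to 4 weeks Chad (0.0604), Tnc (0.0604), and gained 2, at 4 weeks Col1a1 (0.0407), Tcf21 (0.00268). Of the list calls it lost 13, at 3 days chemokines higher (0.317), hypoxia higher (0.313), at 7 days proteases higher (0.0948), osteoclast higher (0.0658), complement higher (0.111), antigen presentation higher (0.0519), at 2 weeks cell migration higher (0.0655), contractile higher (0.0715), macrophage higher (0.154), at 4 weeks matrix glycoproteins higher (0.0948), from 7 days to 4 weeks matrix glycoproteins lower (0.112), cartilage higher (0.112), chemokines lower (0.76), and gained 12, at 3 days fatty acid genes lower (0.0285), at 7 days endothelial cell lower (0.035), fatty acid genes lower (0.0207), oxidative phosphorylation lower (0.0425), at 2 weeks endothelial cell lower (2.8e-08), pericyte lower (0.0298), fatty acid genes lower (0.0075), at 4 weeks cell cycle lower (0.0318), complement higher (0.0303), pericyte lower (0.0285), cholesterol synthesis higher (0.000835), from 7 days to 4 weeks TGF-beta targets higher (0.0375). With the Y-linked class as a block they were changed genes 106 at 2 weeks, 2-fold genes 106 at 2 weeks, genes of a single time 0 (by limma; 292 at an unadjusted p under 0.05) at 2 weeks, changes between times 170 from 7 days to 2 weeks, 0 (by limma; 760 at an unadjusted p under 0.05) from 2 weeks to 4 weeks, highest means 64 at 2 weeks, lowest means 33 at 2 weeks, genes changed at all 4 times 58, genes changed at 3 days, 2 and 4 weeks 60. Of the gene calls this block lost 22, at 2 weeks Cpxm2 (0.0905), Uty (0.181), Wif1 (0.172), Inmt (0.569), Ret (0.0525), Efemp1 (0.151), Slco2b1 (0.062), Hbegf (0.0905), Faim2 (0.351), Sfrp1 (0.0667), Nkd2 (0.0587), Nox4 (0.0677), Tcf21 (0.295), at 4 weeks Wif1 (0.125), Chrdl1 (0.0882), Postn (0.0637), from 2 to 4 weeks Cthrc1 (0.0935), Uts2r (0.0935), Chad (0.0935), Tnc (0.0935), Mir675 (0.0935), from 3 to 7 days Cemip (0.0949), and gained 2, at 3 days Mmp12 (0.0423), at 4 weeks Col1a1 (0.0268). Of the list calls it lost 3, at 4 weeks endothelial cell lower (0.0509), cardiomyocyte lower (0.0919), from 7 days to 4 weeks matrix glycoproteins lower (0.0635), and gained 13, at 2 weeks cell cycle lower (0.000286), DNA replication lower (0.0441), ribosome biogenesis lower (0.0093), proteases higher (0.00737), osteoclast higher (0.00123), complement higher (0.00307), immediate early higher (0.000136), at 4 weeks cell cycle lower (0.00133), ribosome biogenesis lower (0.0298), osteoclast higher (0.0212), complement higher (0.00769), macrophage higher (0.000123), epicardium higher (0.0394). Both 2-week arrays are in the class, so by design the block raises the standard error at 2 weeks 1.38-fold, and the 72 genes of 2 weeks alone all kept their direction and 63 of them a 2-fold change, with a median ratio of 1.03 between the log2 fold changes with and without it. The cause was not tested for the fit without the 5 arrays or for the calls gained with the Y-linked class. With the macrophage marker covariate they were changed genes 1423 at 3 days, 31 at 7 days, 2-fold genes 31 at 7 days, genes of a single time 0 (by limma; 494 at an unadjusted p under 0.05) at 7 days, 74 at 4 weeks, changes between times 10 from 3 days to 7 days, 0 (by limma; 1129 at an unadjusted p under 0.05) from 7 days to 2 weeks, 2 from 7 days to 4 weeks, highest means 507 at 3 days, 152 at 7 days, 52 at 2 weeks, lowest means 326 at 3 days, 37 at 2 weeks, 21 at 4 weeks, genes changed at all 4 times 23, genes past the F test 1855, these with a 2-fold change 1342, the root mean square 1.04 at 7 days. Under it 62 gene results lost their call, most of them at 7 days or from 7 days to 4 weeks, and 197 kept theirs; 13 lists lost a call and 6 gained one, fatty acid genes lower at 3 and 7 days and 2 weeks (adjusted p = 0.0119, 0.00144 and 0.00748) and apoptosis inhibitors lower at 7 days (0.0273), both higher from 7 days to 4 weeks (0.0398 and 0.0467). The same covariate reversed the 7-day log2 fold changes of Bcl2a1b (-1.675), Bcl2a1d (-1.298), Bcl2a1a (-0.1246), Csf1r (-1.041), Mmp12 (-3.024) and C1qb (-0.09046), the change from 7 days to 4 weeks of Mmp12 (2.771) and Lcp1 (0.1705), and the direction of the macrophage lists at 3 days and 2 weeks (adjusted p = 0.965 and 0.942), of interferon and complement genes at 7 days (0.767 and 0.839) and of chemokines and cholesterol synthesis from 7 days to 4 weeks (0.662 and 0.734). None of the reversed values passed the test (adjusted p from 0.662 to 0.995), and the covariate nearly follows the 7-day group, so by construction it removes most of that group's changes.

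Leaving out each array in turn gave 1739 to 2680 at 3 days, 1073 to 1713 at 7 days, 154 to 804 at 2 weeks, 236 to 372 at 4 weeks for changed genes, 1545 to 2214 at 3 days, 1004 to 1406 at 7 days, 154 to 771 at 2 weeks, 235 to 355 at 4 weeks for 2-fold genes, 826 to 1327 at 3 days, 245 to 473 at 7 days, 2 to 204 at 2 weeks, 24 to 52 at 4 weeks for genes of a single time, 645 to 1443 from 3 days to 7 days, 43 to 494 from 7 days to 2 weeks, 0 to 15 from 2 weeks to 4 weeks, 485 to 970 from 7 days to 4 weeks for changes between times, 84 to 164 for all 4 times, 85 to 178 for 3 days, 2 and 4 weeks, 2248 to 3430 for the F test, 1788 to 2458 for it with a 2-fold change, 581 to 839 at 3 days, 309 to 401 at 7 days, 61 to 150 at 2 weeks, 43 to 70 at 4 weeks for highest means, 395 to 653 at 3 days, 171 to 358 at 7 days, 42 to 176 at 2 weeks, 27 to 52 at 4 weeks for lowest means and 0.779 to 0.833 at 3 days, 0.721 to 0.77 at 7 days, 0.579 to 0.696 at 2 weeks, 0.476 to 0.54 at 4 weeks for the root mean square. Of these counts 54 moved and 338 did not, gene results kept their call in 3637 cases, gained it in 10 and lost it in 91, and lists in 2633, 52 and 45. Among the 267 results of named genes 51 had a fold that moved more than 1.5 times without 1 array or another (70 of 3738 cases, all 70 with the sign kept), most often without uninjured replicate 1 or 7-day replicate 1 or 2. Without a 2-week array the lone array left is assumed to vary like the arrays of the other groups. The 0 of this range is the step from 2 to 4 weeks by limma (578 and 710 genes at an unadjusted p under 0.05).

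No split of 3 against 3 arrays can give a share under 0.05, and the real counts of 2446, 1581, 372, 1264 and 849 genes (3 days, 7 days and 4 weeks against uninjured, 7 against 3 days, 4 weeks against 7 days) stand beside highest counts of 1, 0, 0, 0 and 0 in the other splits, the real one being the 1 of 10 with as many. For the F test chance can be excluded: 2996 genes, against at most 720 in the other regroupings (1 of 100 as large, the real one). Signal over background limits what folds mean: 11960 of the 19494 genes tested lay above the background level in at least 1 group, and folds of the others rest on signals near the background.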

Differences from the paper's values

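The paper takes P under 0.05 as significant and names neither a fold limit nor an adjustment for its gene counts, while the sets here take an adjusted p under 0.05 and at least a 2-fold change, and the F test an adjusted p under 0.05.

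The paper gives some 5000 differentially expressed genes among the groups, and the F test gave 2996. Of the settings set before the data were examined, the replicate block (4826), array weights (5776) and the fit without uninjured replicate 1 (3430) come within 1.5 times of the paper's number, and array median centring, quantile normalization, only genes above background, the intensity trend with robust estimation, all rows with unnamed ones and the fits without any other array do not. The array set block, chosen after seeing the values, gave 5114 and drops none of the Figure 10 calls, and 5015 genes had an unadjusted p under 0.05 in the F test.

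For genes changed at 3 days alone the paper gives 2013 and the value here is 1080; no fold limit (1424) and a 1.5-fold limit (1419) come within 1.5 times of the paper's number, and the other settings set before the data were examined do not. At 2 weeks alone the paper's number is 497 and the value here 72; array weights (361) come within that range and the others set beforehand do not. At 7 days alone the paper has 1029 and the value here is 395, at 4 weeks alone the paper has 355 against 43 here, for genes changed at 3 days, 2 weeks and 4 weeks the paper has 690 against 172, and for genes changed at all 4 times the paper has 604 against 160. No setting set before the data were examined comes within 1.5 times of these 4 numbers of the paper. Limma's unadjusted p under 0.05 with no fold limit, chosen after seeing the values, gave 1950 genes for 3 days alone, 891 for 7 days, 571 for 2 weeks and 282 for 4 weeks, 669 at 3 days and both late times and 588 at all 4 times, all within 1.5 times of the paper's numbers. The order of the 4 single-time counts is the same in both.

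Of 75 values read by eye from Figure 10, B to I, 0 differ both by more than the SD here and by more than 1.5 times, 3 are more than 1.5 times apart within the SD, 17 are apart by more than the SD within 1.5 times, and 55 are within both. The 3 are Mmp12 at 3 and 7 days (about 18 and about 340 in Fig. 10F, read by eye, against 10.9 and 122) and Palld at 4 weeks (about 10 in Fig. 10D, read by eye, against 17.4). With folds of linear means, an alternative set before the data were examined, these 3 values are 20.4, 222 and 17.6.

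The paper states that apoptosis inhibitors are induced from day 7 on. Of 29 such genes 4 were higher and 2 lower at 7 days and 1 was higher at both later times, with Faim2 called at 2 and 4 weeks but not at 7 days (adjusted p = 0.921), and Bag5 and Bcl2l1 called higher at no time; Birc5 and 3 Bcl2a1 genes were the 4 higher at 7 days. Bcl2l1 fell at 3 days, and no setting calls Faim2 at 7 days or Bag5 or Bcl2l1 higher from 7 days on. All these calls are against uninjured fibroblasts. Faim2, Bag5 and Bcl2l1 are Figure 10 genes, which the paper picked from these arrays. From 3 to 7 days the log2 fold changes over uninjured went from -1.43 to 0.19 for Faim2, -0.84 to -0.19 for Bag5 and -1.44 to -0.75 for Bcl2l1. Read by eye, the bars of Fig. 10H go from about 0.5 to 1.2, 0.5 to 0.7 and 0.3 to 0.5, so the paper may mean a rise from 3 days. The test of that step is not given here.

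The paper reports that no change in inflammatory pathways was seen, without showing the data. Here 7 of 37 chemokines and cytokines were higher at 3 days, and camera with a fixed correlation called that list higher (adjusted p = 0.0094) and interferon genes lower (0.00423) at that time, but with an estimated correlation neither (0.432 and 0.356), and limma called no gene of the lymphocyte list at any time (1 at an unadjusted p under 0.05). Jchain, a gene of antibody-producing cells outside that list, was 15.45-fold higher at 2 weeks and called at no other time. Of macrophage markers 19 of 24 were higher at 7 days.

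For migration genes the paper states a peak at day 3 and a loss by 2 and 4 weeks. Of 30 such genes 13 were higher at 3 days, 11 at 7 days, 6 at 2 weeks and 5 at 4 weeks, so the tally falls with time but does not reach 0: Cthrc1, Cdh2 and Tnc were still higher at 4 weeks, Tnc not in the fit of only the 2 groups compared (adjusted p = 0.0653). Cthrc1, Cdh2 and Tnc are also Figure 10 genes, which the paper picked from these arrays. Cthrc1 and Cemip, at 530.1-fold and 190.5-fold over uninjured at 7 days, did not peak at 3 days by their means, but the step from 3 to 7 days held in all fits for neither: for Cthrc1 the adjusted p was 0.117 (0.00603 with the replicate block, and 0.0275 with the array set block, chosen after seeing the values). For Cemip it was 0.0393, and the call was lost without uninjured replicate 2 or 3 (0.0527 and 0.0529), 3-day replicate 1 or 2 (0.0904 and 0.17), 7-day replicate 2 or 3 (0.0929 and 0.181), either 2-week array (0.053 for both) or 4-week replicate 2 or 3 (0.0513 and 0.0503). Cemip did not pass at 4 weeks (adjusted p = 0.199), as the paper has it, and no cell cycle gene was called by limma at 2 or 4 weeks either (1 and 2 at an unadjusted p under 0.05).

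The paper states that genes for bone, cartilage and tendon development are induced at 4 weeks. That statement rests on a pathway analysis in a supplementary table that was not used here, and the lists here are not its gene sets. Tendon and cartilage genes rose, 10 of 22 and 7 of 32, but of 23 bone genes limma called none higher and 1, Bmp2, lower (3 higher and 3 lower at an unadjusted p under 0.05). Only some of the bone genes lay above background in at least 1 group, so the list is a weak test of that statement. Comp, Chad and Cilp2, the markers the paper names, were higher at 2 and 4 weeks. Comp RNA was already 14.4-fold higher at 7 days (adjusted p = 7.66e-05 by limma), a time at which the paper's staining found little or no Comp protein. RNA and protein are different measures. Limma called neither Chad nor Cilp2 at 7 days (adjusted p = 0.773 and 0.445).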

Other observations

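The test of the tendon and contractile lists was chosen after the result was seen.

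Protein secretion and ribosome genes rose early. Of 30 unfolded protein response and secretory pathway genes 14 rose and 3 fell at 3 days (18 and 4 adjusted over the list alone; adjusted p = 1.17e-05 from camera), 5 and 3 at 7 days (7 and 5; adjusted p = 0.0927, and 0.0439 with the replicate block), 1 and 0 at 2 weeks (2 and 0) and none by limma at 4 weeks (2 rising and 1 falling at an unadjusted p under 0.05), with the disulfide isomerase Pdia5 8.37-fold and 8.55-fold higher at 3 and 7 days. Of 28 ribosome biogenesis and tRNA charging genes 12 rose at 3 days (21 adjusted over the list alone; adjusted p = 5.48e-10, and 0.0669 with an estimated correlation), the glycyl-tRNA synthetase Gars by 4.07-fold, 1 rose and 1 fell at 7 days, limma called none at 2 weeks (3 falling at an unadjusted p under 0.05) and 1 fell at 4 weeks. Wnt pathway genes rose later: of 34, 1 rose and 3 fell at 3 days, 7 rose and 1 fell at 7 days (9 and 1 adjusted over the list alone; adjusted p = 0.00362, and 0.096 with an estimated correlation) and at 2 weeks (8 and 1; adjusted p = 8.75e-06), and 5 rose and 1 fell at 4 weeks (8 and 1; adjusted p = 3.93e-06). Nkd2, an inhibitor within the pathway, rose by 3.79 on the log2 scale at 7 days and was 8.78-fold and 9.69-fold higher at 2 and 4 weeks; at 2 weeks its log2 fold change was 1.91 and the call was lost with the Y-linked class as a block (adjusted p = 0.0587), a setting chosen after the data were seen.

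TGF-beta pathway and target genes went both ways, 2 of 28 higher and 5 lower at 3 days, 6 and 4 at 7 days, 5 and 0 at 2 weeks and 6 and 1 at 4 weeks (2 and 5, 9 and 7, 6 and 3, 9 and 4 adjusted over the list alone), and camera's calls at 2 and 4 weeks did not hold with an estimated correlation (adjusted p = 0.209 and 0.301). Ltbp2 was 84.9-fold higher at 7 days, the receptor Tgfbr3 6.35-fold lower at 7 days and the oxidase Nox4 11.4-fold higher at 2 weeks (adjusted p = 0.0677 with the Y-linked class as a block, chosen after the data were seen, which costs precision at 2 weeks by design). Of 19 cholesterol synthesis genes 5 rose at 3 days (7 adjusted over the list alone; adjusted p = 0.356 with an estimated correlation), Fdps by 5.24-fold, 3 fell at 7 days, and limma called none at 2 or 4 weeks (1 and 2 rising at an unadjusted p under 0.05). Of 31 fatty acid and adipocyte genes 1 rose and 4 fell at 3 days, 1 and 3 at 7 days, and limma called none at 2 or 4 weeks (1 rising and 4 falling, and 4 falling, at an unadjusted p under 0.05); camera called the list at 4 weeks, but not with an estimated correlation (adjusted p = 0.211) and not without 4-week replicate 1 (0.104), while it gained a call at 2 weeks with the replicate block (0.0461), at 3 days without 3-day replicate 1 (0.0407), at 7 days without uninjured replicate 3 (0.0498) or 7-day replicate 1 (0.0384) and at 2 weeks without uninjured replicate 3 (0.0382) or 2-week replicate 1 (0.0095). Of 31 oxidative phosphorylation genes 2 rose at 3 days, 1 fell at 7 days and at 2 weeks, and limma called none at 4 weeks (2 falling at an unadjusted p under 0.05); camera called the list lower at 2 and 4 weeks, but not with an estimated correlation (adjusted p = 0.317 and 0.464), and not at 4 weeks without uninjured replicate 3 (0.0581). It gained a call, higher, at 3 days without uninjured replicate 3 (adjusted p = 0.0293) and, lower, at 7 days without uninjured replicate 1 (0.00158) or 7-day replicate 2 (0.0367). Immediate early genes, which also respond to cell dissociation, were lower than in uninjured fibroblasts in 15 of 30 cases at 3 days and 7 at 7 days (18, and 10 with 1 higher, adjusted over the list alone; adjusted p = 0.301 and 0.398 with an estimated correlation), Ier2 by 6.83-fold and 6.41-fold, and limma called none at 2 or 4 weeks (2 rising and 6 falling, and 2 falling, at an unadjusted p under 0.05).

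Of 18 pericyte and smooth muscle genes 1 rose and 2 fell at 3 days, 5 and 2 at 7 days, 3 and 1 at 2 weeks and 2 and 1 at 4 weeks (1 and 4, 7 and 4, 5 and 4, 4 and 3 adjusted over the list alone), with Mcam 11.9-fold higher at 7 days. Of 16 epicardial genes 1 rose and 1 fell at 3 days and limma called none later (1 rising and 1 falling, 1 rising and 3 rising at an unadjusted p under 0.05), and of 12 Schwann cell genes 1, Pmp22, fell at 3 and 7 days, none was called at 2 weeks (1 rising at an unadjusted p under 0.05) and 1, S100b, rose at 4 weeks. Camera called neither list at any time in the main fit. It called epicardial genes higher at 4 weeks without uninjured replicate 3 or 4-week replicate 1 (adjusted p = 0.0382 and 0.0418). The same call came with the Y-linked class as a block, a setting chosen after the data were seen. Leaving out 1 array also let camera call cholesterol synthesis genes lower at 7 days without uninjured replicate 2 or 3 or 7-day replicate 2 (adjusted p = 0.0207, 0.0165 and 0.0163) and higher at 4 weeks without uninjured replicate 1 (0.0179). Ribosome genes gained a call, lower, without 2-week replicate 1 at 2 weeks and without 4-week replicate 1 at 4 weeks (adjusted p = 0.0373 and 0.017), and immediate early genes, lower at 4 weeks, without 4-week replicate 2 or 3 (0.0207 and 0.0335). Between 3 days and 4 weeks 2477 genes changed, 1140 higher and 1337 lower at 4 weeks.

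From 7 days to 4 weeks the tendon list had a median log2 fold change of 0.584 and the contractile list one of -1.11. Both signs are those of the hypothesis that tendon genes rise while contractile genes fall over this interval, a pattern found and tested on the same arrays.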
